# Inflammatory stress signaling via NF-*k*B alters accessible cholesterol to upregulate SREBP2 transcriptional activity in endothelial cells

**DOI:** 10.7554/eLife.79529

**Published:** 2022-08-12

**Authors:** Joseph Wayne M Fowler, Rong Zhang, Bo Tao, Nabil E Boutagy, William C Sessa

**Keywords:** cholesterol, endothelial, SREBP2, ALOD4, Human

## Abstract

There is a growing appreciation that a tight relationship exists between cholesterol homeostasis and immunity in leukocytes; however, this relationship has not been deeply explored in the vascular endothelium. Endothelial cells (ECs) rapidly respond to extrinsic signals, such as tissue damage or microbial infection, by upregulating factors to activate and recruit circulating leukocytes to the site of injury and aberrant activation of ECs leads to inflammatory based diseases, such as multiple sclerosis and atherosclerosis. Here, we studied the role of cholesterol and a key transcription regulator of cholesterol homeostasis, SREBP2, in the EC responses to inflammatory stress. Treatment of primary human ECs with pro-inflammatory cytokines upregulated SREBP2 cleavage and cholesterol biosynthetic gene expression within the late phase of the acute inflammatory response. Furthermore, SREBP2 activation was dependent on NF-κB DNA binding and canonical SCAP-SREBP2 processing. Mechanistically, inflammatory activation of SREBP was mediated by a reduction in accessible cholesterol, leading to heightened sterol sensing and downstream SREBP2 cleavage. Detailed analysis of NF-κB inducible genes that may impact sterol sensing resulted in the identification of a novel *RELA*-inducible target, *STARD10*, that mediates accessible cholesterol homeostasis in ECs. Thus, this study provides an in-depth characterization of the relationship between cholesterol homeostasis and the acute inflammatory response in EC.

## Introduction

The majority of the biological processes regulating acute inflammation has focused on the contribution of tissue-infiltrating leukocytes. Undoubtedly, leukocytes are crucial for host defense and tissue repair, regulating the balance between resolution and chronic inflammation. However, the endothelium plays a significant role in the overall inflammatory response, particularly in initiation and vascular maintenance. Endothelial cells (ECs) are in constant contact with the bloodstream and rapidly change their phenotype in response to inflammatory stimuli. Inflammatory cytokines, such as tumor necrosis factor alpha (TNFα) and interleukin-1 beta (IL1β), bind to their respective receptors to activate I-κ-kinase, which phosphorylates and degrades inhibitory IκBα and releases the key inflammatory transcription factor, NF-κB, to the nucleus (DiDonato et al., 1997). NF-κB, along with other activated transcription factors, such as activator protein 1 (AP1) upregulate the transcription of several inflammatory response genes that increase (1) vascular permeability, (2) leukocyte chemoattraction, and (3) immune cell adhesion and extravasation into tissue (Pober and Sessa, 2007). Indeed, the vascular endothelium is a primary sensor of the circulating bloodstream and is exposed to various stimuli that regulate systemic host defense responses.

It is becoming increasingly appreciated that there exists a connection between cellular immunity and cholesterol. Cellular lipid and cholesterol homeostasis are tightly regulated by the transcription factor sterol response element binding protein (SREBP). At sufficient cellular cholesterol levels, SREBP is retained as a full-length protein in the endoplasmic reticulum (ER) bound to adaptor proteins SREBP cleavage-activating protein (SCAP) and inhibitory insulin-induced gene (INSIG) (Brown and Goldstein, 1997). When cellular cholesterol levels decrease, the SCAP-SREBP complex translocates to the Golgi where SREBP is proteolytically cleaved by proteases, S1P and S2P. Cleavage results in the release of the N-terminal fragment of SREBP into the cytoplasm, which translocates to the nucleus to bind to DNA and initiate gene transcription. SREBP1a and SREBP1c isoforms predominantly activate the expression of genes involved in fatty acid synthesis and the SREBP2 isoform upregulates genes that increase cellular cholesterol by de novo synthesis and exogenous uptake (Horton et al., 2002).

The relationship between SREBP2, cholesterol homeostasis, and immune phenotype has been predominantly studied in leukocyte immunobiology. First, it has been suggested SREBP2 directly modulates immune responses. In macrophages, it was found that the SCAP/SREBP2 shuttling complex directly interacts with the NLRP3 inflammasome and regulates inflammasome activation via translocation from ER to Golgi (Guo et al., 2018). Another group found that SREBP2 was highly activated in macrophages treated with TNFα and that nuclear SREBP2 bound to inflammatory and interferon response target genes to promote an M1-like inflammatory state (Kusnadi et al., 2019). Second, several studies have shown that cellular cholesterol levels control immune phenotype. Type I interferon (IFN) signaling in macrophages decreases cholesterol synthesis, allowing for activation of STING on the ER to feed forward and enhance IFN signaling (York et al., 2015). Furthermore, decreasing cholesterol synthesis via *Srebf2* knockout was sufficient to activate the type I IFN response. Mevalonate, an intermediate in the cholesterol biosynthetic pathway, can regulate trained immunity in monocytes. Patients lacking mevalonate kinase accumulate mevalonate and develop hyper immunoglobulin D syndrome (Bekkering et al., 2018). On the other hand, studies have indicated that bacterial lipopolysaccharide (LPS) or type I IFNs can actively suppress synthesis of cholesterol in macrophages and that restoring cholesterol biosynthesis promotes inflammation (Araldi et al., 2017; Dang et al., 2017).

Despite the importance of the endothelium in the inflammatory response, the link between inflammation and cholesterol homeostasis is not well studied in ECs. There is evidence that increased activation of SREBP2 and cholesterol loading in ECs are pro-inflammatory, but these studies were largely focused on models of atherosclerosis and did not focus on the mechanism of activation, flux of the discrete pools of cholesterol and/or sterol sensing in ECs (Xiao et al., 2013; Westerterp et al., 2016). Here we show an intimate relationship between inflammatory signaling and cholesterol homeostasis in EC. Tumor necrosis factor α (TNFα) rapidly activates NF-κB resulting in a time-dependent activation of SREBP2 and SREBP2 dependent gene expression. The activation of SREBP occurs via TNF mediated stimulation of NF-κB and changes in the accessible cholesterol pool that promote sterol sensing but not via other post-translational mechanism. Mechanistically, we show that TNFα induction of the NF-κB inducible gene, *STARD10,* in part*,* mediates the changes in accessible cholesterol leading to heightened SREBP activation. Thus, EC respond to inflammatory cytokine challenges by reducing the accessible cholesterol pool on the plasma membrane thereby inducing canonical SREBP processing and gene expression leading to inflammation.

## Results

### TNFα and RELA transcriptionally regulate canonical SREBP-dependent gene expression

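RNA was sequenced from 18 libraries of primary human umbilical vein endothelial cells (HUVEC; passage 4 in the paper's methods, 3 in the sample labels), 3 in each of 6 groups. Cells were treated with a non-targeting siRNA (siCTRL) or an siRNA against RELA (siRELA) for 48 hr and were then left without TNFα (0 hr) or incubated with TNFα (10 ng/mL), an inflammatory cytokine, for 4 or 10 hr. The authors depleted rRNA, aligned the reads to hg19 with STAR, quantified them on RefSeq genes with Partek E/M, and normalized the gene counts to the size of each library (CPM). The deposited table lists 21736 gene names in CPM, with 1e-04 as the lowest value in every library. The spacing of the low CPM values gives the number of reads behind each library, which ranged from 4.04 to 87.1 × 10⁶. Depth differed between groups, with a median of 16.1 × 10⁶ reads in siCTRL cells without TNFα (5.09 to 18.1), 38.5 × 10⁶ in siCTRL cells at 10 hr (30.2 to 87.1) and 9.98 × 10⁶ in siRELA cells at 10 hr (9.14 to 16.9). A floor of 3 reads therefore stands for 0.0345 to 0.744 CPM, depending on the library. This floor covers counting error only.
For each gene, log2(CPM + 0.5) was compared between groups with limma, using a mean-variance trend and one mean per group across all 18 libraries. The fit covered the 13548 genes with a mean of at least 1 CPM. Genes were counted as changed at the paper's cutoff, an unadjusted p under 0.05 with a fold change beyond 1.5, and a Benjamini-Hochberg adjusted p is given beside it. Values are the mean CPM ± SD of 3 libraries unless stated otherwise, and each log2 fold change is given with its standard error (SE) where the gene is described singly. Gene positions are those of the table on hg19.

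**Figure D1:**
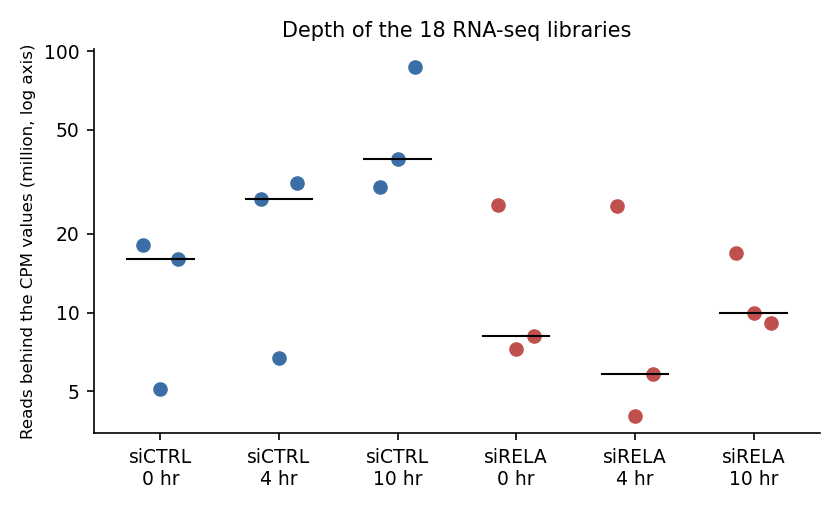
Reads behind the CPM values of each of the 18 libraries, in units of 10⁶ on a log axis, by siRNA and time with TNFα. Each point is a library and each line is the median of 3, which was highest in siCTRL cells at 10 hr, at 38.5 × 10⁶, and lowest in siRELA cells at 4 hr, at 5.82 × 10⁶.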

Primary HUVEC were treated with TNFα (10 ng/mL) for 4 and 10 hr followed by RNA-seq analysis to uncover the transcriptional changes at peak and later stages of activation, respectively. As both a positive control and exploratory aim, we performed RNA sequencing on HUVEC treated with TNFα at similar timepoints after RNAi-mediated knockdown of *RELA*, which encodes the protein P65, the key DNA-binding component of the canonical NFκB transcriptional complex. Treatment of HUVEC for 10 hr with TNFα resulted in significant upregulation of 913 genes and downregulation of 2202 genes (p<0.05; −1.5>Fold Change (F.C)>1.5) (Figure 1a) and *RELA* knockdown decreased expression of 1067 genes and increased expression of 1112 genes (Figure 1b). 

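In siCTRL cells, 1068 genes were higher and 2426 lower after 10 hr of TNFα than without it. With an adjusted p under 0.05 and the same fold change, 990 were higher and 2184 lower. Leaving out each of the 6 libraries in turn gave 1003 to 1087 higher and 2253 to 2637 lower genes. The count moved most when only genes with a mean of at least 10 CPM were tested, a filter chosen after the data were seen, which left 1308 lower genes. The median log2 fold change of all genes was −0.18, and rescaling the CPM between libraries by median-of-ratios factors moved it by 0.17. On the rescaled values, 1481 genes were higher and 1654 lower, so that 47.2% of the changed genes were higher in place of 30.6%. All 1068 genes counted as higher before rescaling were also higher after it, and all 1654 lower genes were also lower before it. Relative changes, given where they are needed, are differences from the median of all genes.
In cells treated with TNFα for 10 hr, siRELA lowered 1149 genes and raised 1149, of which 969 and 1018 passed with an adjusted p. The fits that each left out one library gave 1068 to 1202 lower and 1110 to 1202 higher genes. With the values as deposited, without a filter or a pseudocount, 1773 genes were lower.
The largest rises after 10 hr, among genes with an adjusted p under 0.05 and the same direction in all 3 same-numbered pairs of libraries, were those of SELE, UBD and VCAM1. SELE (E-selectin; chromosome 1, 169691781 to 169733846) rose from 1.45 ± 1.24 to 2788 ± 524 CPM, a log2 fold change of 10.64 (SE 0.31, adjusted p = 5.5e-13). UBD, which the table lists on 7 rows and of whose exon bases 80.8% lie in GABBR1 on the same strand, rose from 0.074 to 300.4 ± 48.1 CPM. Its log2 fold change of 9.04 depends on the pseudocount and was 16.67 with the values as deposited. VCAM1 (chromosome 1, 101185298 to 101204601) had a log2 fold change of 9.00 (SE 0.37, adjusted p = 4.01e-11). The largest falls were those of AQP1 (−6.63, from 279 to 2.27 CPM), GJA5 (−6.38) and GJA4 (−4.70), whose products are a water channel and a pair of gap junction proteins. GJA5 was at 0.083 CPM at 10 hr, under the pseudocount. Its fall ranged from −9.79 to −6.24 over the alternatives, against −6.96 to −6.46 for AQP1, so their order depends on the settings. AQP1 shares 31.8% of its sequence with another annotated gene, and GJA5 shares 19.7% of its exon bases with a gene on the opposite strand.
With siRELA at 10 hr, GJA4 (log2 fold change 4.42), GJA5 (4.05) and DLL4 (3.85, from 2.89 to 49.8 CPM) rose most. The rise of GJA5 ranged from 4.02 to 7.38 over the alternatives, against 4.36 to 4.54 for GJA4, so their order depends on the settings. ANO9 (−5.32), CXCL10 (−4.73) and MX1 (−4.59) fell most. With the values as deposited, the adjusted p of ANO9 was 0.0607 (1.68e-10 to 0.0607 over the alternatives) and that of CXCL10 was 0.077 (3.17e-10 to 0.077), so neither passed there.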

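RELA lies on chromosome 11 of hg19, from 65421067 to 65430565 on the minus strand. In cells treated with TNFα for 10 hr, its expression was 127 ± 0.555 CPM with siCTRL and 15.9 ± 0.322 CPM with siRELA (SD, n = 3), so that 12.6% was left. The log2 fold change was −2.95 (SE 0.10, adjusted p = 1.32e-11 from limma). At 4 hr, RELA fell from 129 ± 6.88 to 16.5 ± 2.42 CPM, a log2 fold change of −2.94, and without TNFα from 78.2 ± 4.48 to 13.9 ± 1.25 CPM, a log2 fold change of −2.45. RELA had the lowest p of all 13548 genes at each time point. Ordered by fold change among the lower genes, it came at rank 2 without TNFα, 20 at 4 hr and 42 at 10 hr. TNFα itself raised RELA in siCTRL cells after 10 hr, with a log2 fold change of 0.70 (adjusted p = 4.34e-05).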

As expected, *RELA* gene expression was the most significantly gene decreased after knockdown.

**Figure 1.**
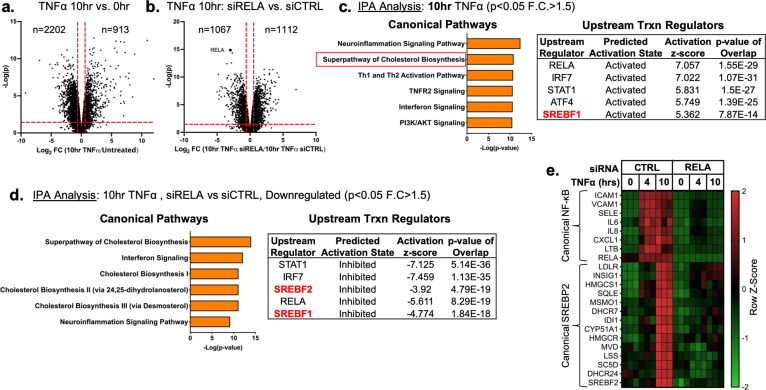
TNFα and NF-κB control SREBP2-dependent gene expression in human endothelial cells. Primary HUVEC were treated siRNA against non-targeting sequence (si*CTRL*) or *RELA* for 48 hr and then incubated with or without 10 ng/mL TNFα for 10 hr. (**a**) Volcano plot for RNA-seq analysis of differentially expressed genes. Dotted red lines indicate cutoff used for IPA analysis (p<0.05, 1.5<Fold Change (F.C)<−1.5). (**b**) IPA analysis of most significant canonical pathways and predicted upstream transcriptional regulators for genes that increase at 10 hr TNFα. (**c**) IPA analysis of most significant canonical pathways and predicted upstream transcriptional regulators for genes that decrease in cells knocked down with *RELA* siRNA and treated 10 hr TNFα compared to control cells treated with 10 hr TNFα. (**d**) Representative heatmap of NF-κB and SREBP2 transcriptionally controlled genes from (**b**) and (**c**) showing three independent donors.

**Figure 1—figure supplement 1.**
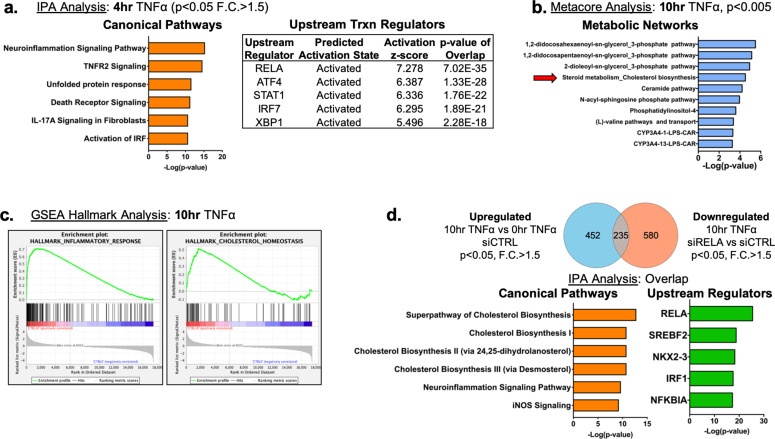
Complete transcriptomic pathway analysis in HUVEC treated with TNFa for 0, 4, and 10 hr and with or with *RELA* siRNA. (**a**) Ingenuity pathway analysis for pathways and upstream transcription regulators using differentially expressed genes (upregulated) in HUVEC after 4 hr TNFα treatment (F.C.>1.5; p<0.05). (**b**) Metacore metabolic network analysis using upregulated genes from (Figure 1a) (p<0.005). (**c**) GSEA hallmark analysis using upregulated genes from (Figure 1a). (**d**) Ingenuity pathway analysis of gene set overlap between significantly upregulated genes in 10 hr TNFα compared to 0 hr TNFα and significantly downregulated genes after 10 hr TNFα and in siRELA compared to siCTRL.

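After 4 hr of TNFα, 1032 genes were higher and 3339 lower in siCTRL cells, of which 985 and 3130 passed with an adjusted p. Leaving out each library in turn gave 952 to 1058 higher and 3135 to 3529 lower genes. The median of all genes was −0.28 and moved by 0.25 on rescaling, which gave 1695 higher and 1835 lower genes, or 48% higher in place of 23.6%. All 1032 higher genes were shared by both scalings, as were all 1835 lower genes. SELE (log2 fold change 10.91), VCAM1 (9.50) and ICAM1 (8.07) rose most, and GJA5 (−5.99), GJA4 (−4.87) and GPR146 (−4.17) fell most. GJA5 was at 0.273 CPM at 4 hr, and its fall ranged from −7.65 to −5.81 over the alternatives.
Groups of genes were tested as lists with camera, which compares a list with all other genes at a preset correlation of 0.01, for 10 lists in 7 comparisons. Of these 70 tests, 42 had an adjusted p under 0.05. Under camera with an estimated correlation 27 did and under fry 45 did, and 27 passed under all 3. The first list holds 7 inflammatory NF-κB targets of Figure 1e (ICAM1, VCAM1, SELE, IL6, IL8, CXCL1 and LTB), which the study picked from these libraries. Its median log2 fold change at 4 hr was 7.03 (adjusted p = 8.64e-16), and all 7 genes rose in every pair of libraries. The estimated correlation moved this value most, to an adjusted p of 0.00336. LTB was at or under the floor without TNFα and was at least 52.8-fold higher at 4 hr. All 7 genes passed over all genes tested and when adjusted over the list alone, which is not independent evidence for a list chosen on these samples.
The second list holds 30 interferon-stimulated genes, and the study picked none of them in its heatmaps. At 4 hr, 20 of them were higher and 10 lower, with a median log2 fold change of 0.51, or 0.79 relative to all genes (adjusted p = 7.48e-06). The untreated libraries were all at or under the floor for 1 gene of the list, and with that gene at its bound the median was 0.39. With rescaled CPM, 24 were higher and 6 lower. Significantly higher over all genes tested were 14, with 3 lower, and 15 and 3 were when adjusted over the list alone. Camera with an estimated correlation gave an adjusted p of 0.245 (3.8e-06 to 0.245 over the alternatives), while fry gave 0.00774. In 100 draws of libraries without group differences that keep the correlation between genes, 11 gave a camera p as small for this list.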

Ingenuity Pathway Analysis (IPA) revealed that TNFα treatment for 4 hr resulted in the upregulation of several expected pathways reported in literature, including inflammation, TNFR signaling, and activation of IRF (Figure 1—figure supplement 1a; Hogan et al., 2017). These pathways were also significantly upregulated in HUVEC treated after 10 hr of TNFα treatment (Figure 1c). 

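The same 7 NF-κB targets had a median log2 fold change of 7.05 after 10 hr of TNFα (camera, adjusted p = 1.31e-15), and each was higher in all 3 pairs of libraries. ICAM1 (chromosome 19, 10381511 to 10397291), with an antisense gene over 25.4% of its exon bases, rose from 19.4 ± 6.79 to 4569 ± 667 CPM, a log2 fold change of 7.89 (SE 0.23, adjusted p = 5.5e-13). The log2 fold change was 7.05 for IL8, 4.68 for CXCL1, which shares 5.33% of its sequence with CXCL2, and 2.18 for IL6 (adjusted p = 0.00102). LTB was at least 36.4-fold higher than in untreated cells, whose libraries were all at or under the floor.
Of the interferon-stimulated genes, 28 of 30 were higher at 10 hr, also with rescaled CPM. Their median log2 fold change was 1.45, or 1.62 relative to all genes (camera, adjusted p = 4.37e-15), and 0.049 was the adjusted p with an estimated correlation (2.18e-15 to 0.049 over the alternatives). With the 1 gene at the floor at its bound, the median was unchanged. Tested over all genes, 21 were significantly higher and 1 lower, and 23 and 1 were when adjusted over the list alone.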

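The enzymes of cholesterol synthesis were tested as a list of 21 genes past the filter, 11 of which the study also shows in its heatmaps. After 10 hr of TNFα in siCTRL cells, 17 of the 21 were higher and 4 lower. Their median log2 fold change was 0.71, or 0.88 relative to all genes (camera, adjusted p = 4.21e-09). Over all genes tested, 14 were significantly higher and 3 lower, and the same numbers passed when adjusted over the list alone. The call held with an estimated correlation (adjusted p = 0.0174, the highest of the alternatives, whose lowest was 4.21e-09) and under fry. With rescaled CPM, 18 were higher and 3 lower. At 4 hr, 10 were higher and 11 lower, with a median of −0.03, or 0.25 relative to all genes (adjusted p = 0.171), and 12 were higher and 9 lower with rescaled CPM. That median changed sign without siCTRL 0 hr replicate 1 (0.05) and without siCTRL 4 hr replicate 3 (0.03). A direct comparison of 10 hr with 4 hr gave 20 of the 21 genes higher at 10 hr, with a median of 0.61 (adjusted p = 8.48e-13).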

Interestingly, Canonical Pathway Analysis uncovered the ‘Superpathway of Cholesterol Biosynthesis’ as the second most significant pathway upregulated in the 10 hr treatment group. Furthermore, Upstream Regulator analysis restricted to transcription factors predicted that SREBF1 was significantly activated in these cells. 

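SREBF1 (chromosome 17, 17713713 to 17740325) and SREBF2 (chromosome 22, 42229109 to 42303312) encode the SREBP1 and SREBP2 transcription factors. In siCTRL cells, SREBF1 rose from 15.8 ± 1.53 to 28.4 ± 1.49 CPM after 10 hr of TNFα (SD, n = 3), a log2 fold change of 0.83 (SE 0.16, adjusted p = 0.000639). SREBF2 rose from 91.3 ± 12.7 to 156 ± 8.73 CPM, a log2 fold change of 0.78 (SE 0.11, adjusted p = 3.83e-05). Both were higher in all 3 pairs of libraries. Transcript levels are another measure than the regulator activity that the paper's analysis predicts.
The targets of SREBP2 that are not synthesis enzymes formed a separate list of 7 genes, INSIG1, STARD4 and NPC1 among them, of which the study shows 4 in its heatmaps. Of these, 6 were higher and 1 lower at 10 hr, with a median log2 fold change of 0.72, or 0.89 relative to all genes (camera, adjusted p = 3.05e-06). Over all genes tested, 6 were significantly higher, and 6 were when adjusted over the list alone. At 4 hr, 6 of the 7 were higher, with a median of 0.42 (adjusted p = 0.00357), which did not pass with an estimated correlation (0.0962, in a range of 0.00107 to 0.0962 over the alternatives).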

Metacore analysis of metabolic networks and GSEA hallmark analysis similarly revealed significant upregulation of the cholesterol homeostasis pathway at the 10 hr timepoint (Figure 1—figure supplement 1b and c).

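Of the 21 enzymes, 13 rose beyond the cutoff after 10 hr of TNFα and 2 fell beyond it. HMGCS1 (chromosome 5, 43289497 to 43313614), which overlaps a gene on the opposite strand over 37.7% of its exon bases, rose from 33.6 ± 0.906 to 134 ± 19.4 CPM, a log2 fold change of 1.97 (SE 0.16, adjusted p = 1.16e-07). SQLE (chromosome 8, 126010739 to 126034525) rose from 42.4 ± 4.98 to 137 ± 6.95 CPM, with a log2 fold change of 1.69 (SE 0.16, adjusted p = 3.55e-07). MSMO1 had a log2 fold change of 1.62. CYP51A1 (1.13) shares 90.5% of its sequence with another annotated gene that the table does not list.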

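With siRELA, all 30 interferon-stimulated genes were lower than with siCTRL after 10 hr of TNFα. Their median log2 fold change was −1.95 (camera, adjusted p = 2.2e-26), with and without the 1 gene at the floor at its bound. Of the 30, 28 were significantly lower over all genes tested, and 29 were when adjusted over the list alone. MX1, for example, fell from 82.7 ± 28.2 to 3.15 ± 1.71 CPM (SD, n = 3). The 7 NF-κB targets were lower as well, in all 3 pairs of libraries, with a median of −3.03 (adjusted p = 5.8e-11). ICAM1 fell to 430 ± 86.6 CPM, a log2 fold change of −3.42 (SE 0.23, adjusted p = 3.96e-08). VCAM1 had a log2 fold change of −3.15 and SELE one of −2.82. LTB, with a log2 fold change of −2.77, did not pass with the values as deposited (adjusted p = 0.286). Both lists passed under each alternative that was run.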

RNA-seq pathway analysis of genes reduced after *RELA* knockdown in HUVEC treated with TNFα (10 hr) revealed that expected inflammatory pathways, such as interferon signaling and neuroinflammation, were significantly inhibited when RELA was not present (Figure 1d). Additionally, the ‘Superpathway of Cholesterol Biosynthesis’ and several other redundant pathways populated the most significant Canonical Pathway results. 

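Of the 21 cholesterol synthesis enzymes, 20 were lower with siRELA than with siCTRL at 10 hr, also with rescaled CPM. The median log2 fold change was −0.70 (camera, adjusted p = 8.04e-12). Over all genes tested, 16 were significantly lower and 1 higher, and 17 and 1 were when adjusted over the list alone. The call held with an estimated correlation (adjusted p = 0.00991) and under fry. MSMO1 fell from 106 ± 3.9 to 44.5 ± 5.53 CPM (SD, n = 3), a log2 fold change of −1.25 (adjusted p = 1.65e-06). Without TNFα, 16 of the 21 were lower with siRELA and 5 higher, with a median of −0.16 (adjusted p = 0.285), and with rescaled CPM 13 were lower and 8 higher. At 4 hr, 16 were lower, with a median of −0.22 (adjusted p = 0.0107). That call did not hold with an estimated correlation (0.247, in a range of 0.00534 to 0.247), 14 of 100 draws without group differences gave a camera p as small, and its median was −0.35 without siRELA 4 hr replicate 3.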

Upstream transcription regulator analysis predicted SREBP2 and SREBP1 were significantly decreased in *RELA* knockdown cells. 

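With siRELA at 10 hr, SREBF2 fell to 91.5 ± 0.86 CPM (SD, n = 3), a log2 fold change of −0.77 (SE 0.11, adjusted p = 6.93e-05), in all 3 pairs of libraries. SREBF1 was 33.3 ± 5.29 CPM with siRELA, a log2 fold change of 0.21 (SE 0.16, adjusted p = 0.367). These transcript levels do not test the regulator activity that the paper's analysis predicts. Among the 7 SREBP2 targets that are not synthesis enzymes, 6 were lower and 1 higher, with a median of −0.60 (camera, adjusted p = 0.00149). Among them 5 were significantly lower and 1 higher over all genes tested, and 6 and 1 were when adjusted over the list alone. The list did not pass with an estimated correlation (adjusted p = 0.0707, in a range of 8.05e-05 to 0.0707) and did under fry.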

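Of the 1068 genes higher after 10 hr of TNFα and the 1149 lower with siRELA at 10 hr, 490 were shared, which is 45.9% of the first set. Another 578 were higher with TNFα only and 659 lower with siRELA only. Independent sets of these sizes would share 90.6 genes by chance (two-sided Fisher's exact test, odds ratio 15.2, p = 1.93e-270). The comparisons share the siCTRL 10 hr libraries, however, and chance variation in these moves both sets together. In 100 simulations of unchanged groups that shared these libraries, with genes varying independently, sets of the same sizes had 348 genes in common on average and 382 at most. With the correlation between genes kept, the average was 313 and 18 of 100 draws had as many as 490 in common. Sets of these sizes mostly hold genes that do not pass the cutoff in such draws, however. At the cutoff itself 0 of the 100 draws had as many in common, and 106 was the highest. With separate siCTRL 10 hr libraries for the comparisons, which leaves a single one in the comparison with untreated cells, the overlap was 422 to 442 genes, against 74.6 to 83.5 given by chance. That is at least 5.1 times chance, and the draws, fitted the same way with sets of the same sizes, reached at most 2.85 times. With adjusted p on both sides the overlap was 438, and 0 in each of the draws. Only 1 draw had any such gene with TNFα at 10 hr and only 2 with siRELA, so this 0 says nothing about the shared libraries. The fits with separate libraries argue against chance variation in the shared ones as the whole cause of the overlap. How many genes it adds was not measured. Leaving out each of the 9 libraries in turn gave an overlap of 464 to 502. The overlap moved most, to 316 genes, when only genes with a mean of at least 10 CPM were tested, which was chosen after the data were seen.
The overlap held 12 of the 21 cholesterol synthesis enzymes, against 0.76 by chance if genes vary independently (Fisher's exact test, adjusted p = 3.2e-12). They included CYP51A1, DHCR7, FDFT1, HMGCS1, IDI1, LSS, MSMO1, MVD, MVK, SC5D and SQLE. Among the other SREBP2 targets it held NPC1, SREBF2 and STARD4, 3 of 7 against 0.253 by chance (Fisher's exact test, adjusted p = 0.00246). It also held 22 of the 30 interferon-stimulated genes, against 1.09 by chance (Fisher's exact test, adjusted p = 5.41e-25), all 7 NF-κB targets, and ASNS, ATF3 and CHAC1 of 19 unfolded protein response genes (Fisher's exact test, adjusted p = 0.0423). Fisher's test leaves out both the shared libraries and the correlation between genes. In the 100 draws that keep them, the overlap of sets of the same sizes held as many of the list in 0 draws for the cholesterol synthesis enzymes (at most 5), 0 for the interferon-stimulated genes (at most 8), 0 for the NF-κB targets (at most 3) and 1 for the other SREBP2 targets. For the unfolded protein response genes 7 draws did, so chance variation is not excluded there.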

An analysis of gene set overlap between genes significantly upregulated after TNFα treatment and genes significantly downregulated in TNFα-treated cells lacking *RELA* revealed that SREBP2 target genes were significantly overrepresented (Figure 1—figure supplement 1d). 

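Figure 1e shows 14 SREBP2-related genes that the study picked from these libraries. All 14 were higher after 10 hr of TNFα in siCTRL cells, with a median log2 fold change of 1.13, or 1.30 relative to all genes (camera, adjusted p = 1.37e-16). Each passed over all genes tested, as they did when adjusted over the list alone, which is not independent evidence for a list chosen on these samples. INSIG1 (chromosome 7, 155089486 to 155101945) rose from 19.9 ± 1.82 to 91.3 ± 12.3 CPM (SD, n = 3), a log2 fold change of 2.16 (SE 0.12, adjusted p = 1.3e-09). All 14 were lower with siRELA at 10 hr, with a median of −0.77 (adjusted p = 2.25e-12), and 11 of them fell beyond the cutoff. INSIG1 was not among these 11 (−0.57, adjusted p = 0.00232).
Whether the response to TNFα itself differed between the siRNAs was tested as an interaction. At 10 hr the response of all 14 genes was smaller with siRELA, with a median difference of −0.83, or −0.94 relative to all genes (camera, adjusted p = 7.62e-17, and 0.0131 with an estimated correlation). Of the 14, 8 passed over all genes tested, and 12 did when adjusted over the list alone. The log2 difference was −1.37 for HMGCS1 (adjusted p = 0.00182), −1.13 for INSIG1 (adjusted p = 0.000857) and −0.44 for SREBF2 (adjusted p = 0.119). At 4 hr, 13 of the 14 genes were higher in siCTRL cells, with a median of 0.33, or 0.60 relative to all genes (adjusted p = 1.43e-05, and 0.165 with an estimated correlation, the highest of the alternatives, whose lowest was 7.55e-06), and 5 of 100 draws without group differences gave a camera p as small. With siRELA at 4 hr, 11 were lower and 3 higher, with a median of −0.18 (adjusted p = 0.0871). This list passed without siCTRL 4 hr replicate 3 (adjusted p = 0.0486) and without siRELA 4 hr replicate 3 (adjusted p = 0.0191, median −0.29), and its median was −0.11 without siRELA 4 hr replicate 1. From the number of cholesterol biosynthesis genes that rose with TNFα and were attenuated by RELA knockdown, the paper reasons that the SREBP2 pathway in the late phase should be its focus.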

We decided to focus on the SREBP2 pathway in late phase (10 hr) of TNFα-treated cells because of the overwhelming prevalence of cholesterol biosynthesis genes that were increased and significantly attenuated when *RELA* was knocked down (Figure 1e).

### TNFα increases SREBP2 cleavage and transcription of downstream gene targets

RNA-seq analysis predicted that SREBP2 was highly activated in HUVEC treated with TNFα. SREBP2 becomes transcriptionally active when its N-terminal DNA-binding fragment is proteolytically processed in the Golgi and allowed to enter the nucleus (Sakai et al., 1996). This process can be assayed by measuring precursor (P) and cleaved (C) SREBP2 at 150 kDa and 65 kDa on a Western Blot, respectively (Hua et al., 1995). Measurement of SREBP2(C) throughout a 16 hr timecourse revealed that SREBP2 cleavage began as early as 6 hr after TNFα treatment and peaked at 10 hr (Figure 2a). Furthermore, SREBP2 activation was dose-dependently induced by TNFα in HUVEC cultured in either sterol-sufficient fetal bovine serum (FBS) or in lipoprotein depleted serum (LPDS) (Figure 2—figure supplement 1a).

**Figure 2.**
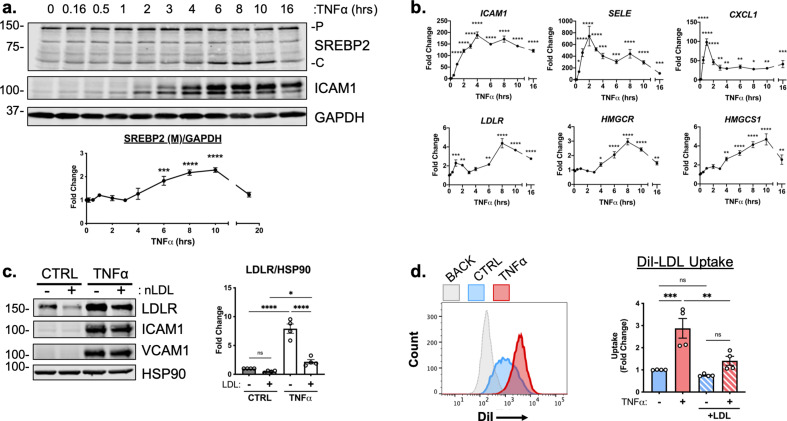
TNFα increases SREBP2 cleavage and transcription of canonical sterol-responsive genes. (**a**) SREBP2 immunoblot from whole-cell lysates from HUVEC treated with TNFα (10 ng/mL) for indicated time. Data are normalized to respective GAPDH and then to untreated cells (n=3). (**b**) qRT-PCR analysis of RNA from HUVEC treated with TNFα (10 ng/mL) for indicated time. Data are normalized to respective *ACTB* and then to untreated cells (n=8). (**c**) LDLR protein levels of TNFα-treated HUVEC treated with or without native LDL (25 μg/mL). Data are normalized to respective HSP90 levels and then to untreated cells (n=4). (**d**) Flow cytometry analysis of exogenous DiI-LDL uptake in HUVEC treated with TNFα and with indicated media. 2.5 μg/mL DiI-LDL was incubated for 1 hr at 37 °C before processing for flow cytometry. Uptake was quantified by PE mean fluorescence intensity per cell and normalized to untreated cells in LPDS across two experiments (10,000 events/replicate, n=4). *p<0.05; **p<0.01; ***p<0.001; ***p<0.0001 by one-way ANOVA with Dunnett’s multiple comparisons test (**a and b**) or two-way ANOVA with Sidak’s multiple comparisons test (**c and d**). Figure 2—source data 1.Blots corresponding to Figure 2a and c. Figure 2—source data 2.Raw data supporting Figure 2a-d.

**Figure 2—figure supplement 1.**
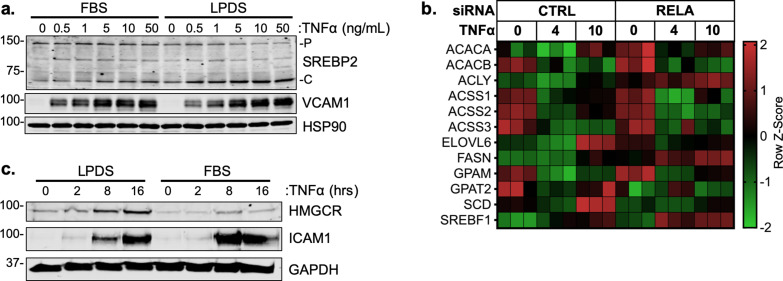
TNFa predominantly activates targets involved in cholesterol biosynthesis, not fatty acid synthesis. (**a**) Representative SREBP2 immunoblot from whole-cell lysates from HUVEC treated with TNFα (16 hr) at indicated dose. Cells were incubated with fetal bovine serum (FBS) or lipoprotein depleted serum (LPDS). (**b**) Heatmap of classical SREBP1-dependent fatty acid synthesis genes from previous RNA-seq analysis. (**c**) Representative HMGCR immunoblot of HUVEC treated with TNFα (10 ng/mL) for indicated time and media. Figure 2—figure supplement 1—source data 1.Blots corresponding to Figure 2—figure supplement 1a and c.

We next measured the relative mRNA abundance of NF-κB and SREBP2 target genes throughout the same time course. Known EC NF-κB target genes, such as *ICAM1, SELE,* and *CXCL1* were quickly and robustly induced within 2 hr TNFα treatment, consistent with the notion that RNA polymerase II is primed at the promoters of these genes to elicit a rapid transcriptional response (Figure 2b, top) (Adelman et al., 2009). The patterning of SREBP2 target gene expression was notably several hrs later than NF-κB dependent gene expression. A majority of the canonical SREBP2 genes, including *LDLR, HMGCR, and HMGCS1* significantly increased as early as 6 hr after treatment and peaked at around 8–10 hr (Figure 2b, bottom). 

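Figure 2—figure supplement 1b shows 12 fatty acid synthesis genes, of which 11 passed the filter and ACSS3 did not. After 10 hr of TNFα in siCTRL cells, 6 of the 11 were higher and 5 lower, with a median log2 fold change of 0.15, or 0.33 relative to all genes (camera, adjusted p = 0.085). Fry gave an adjusted p of 0.0255 (0.0255 to 0.185 over the alternatives). Singly, 4 were significantly higher and 3 lower over all genes tested, and the same numbers passed when adjusted over the list alone. The paper presents the list as classical SREBP1-dependent genes and does not say that it picked them from these samples. FASN (chromosome 17, 80036214 to 80056208) rose from 81.8 ± 6.47 to 120.3 ± 9.39 CPM (SD, n = 3), a log2 fold change of 0.55 (SE 0.09, adjusted p = 0.000114) that is under the 1.5-fold cutoff. It was beyond the cutoff with rescaled CPM (0.74), without siCTRL 0 hr replicate 3 (0.62) and without siCTRL 10 hr replicate 1 (0.60). ACACA changed from 65.1 ± 7.76 to 79.1 ± 5.95 CPM, a log2 fold change of 0.28 (adjusted p = 0.107). Its adjusted p was 0.0254 with the replicate number as a block and 0.0137 with rescaled CPM, the lowest of the alternatives. ACACB fell from 3.34 ± 1.71 to 0.521 ± 0.252 CPM, a log2 fold change of −1.84 (adjusted p = 0.00744, and 0.53 with the values as deposited). GPAM fell from 23.9 ± 1.99 to 15.0 ± 1.34 CPM, a log2 fold change of −0.66 (SE 0.12, adjusted p = 0.000347). SCD (0.66) and ELOVL6 (0.88, adjusted p = 0.000211) rose beyond the cutoff.
With siRELA at 10 hr, 4 of the 11 genes were higher and 7 lower, with a median of −0.04 (adjusted p = 0.548). That median changed sign without siCTRL 10 hr replicate 2 (0.04) and without siRELA 10 hr replicate 2 (0.01), and was −0.23 without siRELA 10 hr replicate 1. FASN rose to 157 ± 1.94 CPM (log2 fold change 0.39, adjusted p = 0.00367) and GPAM to 19.1 ± 1.11 CPM (0.34, adjusted p = 0.0401), both under the cutoff. GPAM did not pass without siCTRL 10 hr replicate 1 (adjusted p = 0.173), the library that moved it most, nor with rescaled CPM (0.0796, in a range of 0.0172 to 0.0796). ACACA (−0.01) and ACACB (−0.04) did not differ detectably, and their direction depended on single libraries, ACACA being at 0.05 without siRELA 10 hr replicate 1 and ACACB at 0.20 without siRELA 10 hr replicate 2. SCD fell by 0.77 on the log2 scale (adjusted p = 8.78e-05). After 4 hr of TNFα, 1 of the 11 was higher and 10 lower, with a median of −0.57, or −0.29 relative to all genes. Camera gave an adjusted p of 0.166 and fry 3.86e-06, and 1 gene was significantly higher and 7 lower. With siRELA at 4 hr, 7 were higher and 4 lower, with a median of 0.37. Camera gave 0.0971 and fry 0.000434 there, and 6 genes were significantly higher and 1 lower.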

Unlike a majority of the cholesterol biosynthesis genes, several fatty acid synthesis genes known to be SREBP1-dependent, such as *ACACA/B, FASN*, and *GPAM* did not significantly increase with TNFα treatment and were unaffected by *RELA* knockdown (Figure 2—figure supplement 1b).

To further test if SREBP2 activity increased after TNFα stimulation, we measured the protein levels of low-density lipoprotein receptor (LDLR), a well-known target of SREBP2 target and receptor involved in the uptake of exogenous lipoproteins, such as low-density lipoprotein (LDL) (Briggs et al., 1993). HUVEC were treated overnight in LPDS with or without the addition of 25 μg/mL LDL, to suppress SREBP2 cleavage and LDLR expression (Figure 2c). LDL treatment decreased LDLR protein levels in HUVEC at rest and TNFα significantly increased LDLR levels in HUVEC cultured in both LPDS and LPDS +LDL. Exogenous LDL was also able to partially suppress LDLR expression, indicating that this process is sterol-sensitive. Similar results were found for another well-known SREBP2 target of cholesterol biosynthesis, HMGCR (Figure 2—figure supplement 1c). Next, we tested fluorescently labeled LDL uptake as a functional readout of the increase in LDLR as quantified by flow cytometry. Similar to what was seen by immunoblotting, TNFα treatment led to increased DiI-LDL uptake into cells pre-incubated in various degrees of sterol enriched media (Figure 2d).

### NF-κB activation and DNA binding are necessary for cytokine-induced SREBP2 cleavage

TNFα activates several signaling cascades to fully activate resting endothelial cells that leads to a change in phenotype to promote inflammation. For canonical NF-κB signaling, TNFα activates the immediate post-translational activation of the NF-κB complex via phosphorylation and degradation of the inhibitory molecule IκBα by I-κ-kinase (IKK) isoforms (DiDonato et al., 1997). However, TNFα has been shown to upregulate several other signaling pathways, such as JNK, p38, and ERK1/2 (Aggarwal, 2003). Therefore, we sought to confirm that NF-κB signaling is necessary for SREBP2 activation in ECs undergoing inflammatory stress. Treatment of HUVEC with TNFα, IL1β, and lipopolysaccharide (LPS) to activate NF-κB through separate pathways led to an increase in SREBP2 cleavage and upregulation of LDLR levels (Figure 3a) with concomitant increases in ICAM1 as a positive control. Furthermore, pre-treatment of HUVEC with the transcription inhibitor, Actinomycin D (ActD), blunted activation of SREBP2, LDLR and ICAM1 in response to TNFα (Figure 3b, c). This indicated that the mechanism by which inflammatory cytokines activate SREBP2 is most likely through the transcription of novel regulatory molecules rather than via post-translational modifications and/or processing.

**Figure 3.**
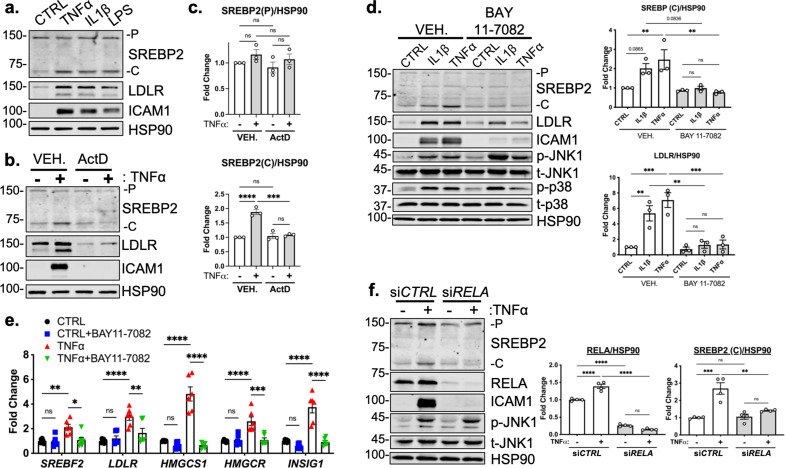
RELA DNA-binding is necessary for activation of SREBP2 by inflammatory stress. (**a**) Representative immunoblot of SREBP2 and LDLR protein levels in HUVEC treated with TNFα (10 ng/mL), IL1β (10 ng/mL), or LPS (100 ng/mL). (**b**) Representative immunoblot of SREBP2 and LDLR protein levels in HUVEC treated with actinomycin D (ActD, 10 ng/mL) and with or without TNFα (10 ng/mL). (**c**) Quantification of SREBP2 precursor (**p**) and cleaved (**c**) from (**b**). Data are normalized to respective HSP90 and then to untreated cells (n=4). (**d**) SREBP2 and LDLR protein levels in HUVEC treated with IL1β (10 ng/mL) or TNFα (10 ng/mL) and with or without NF-κB inhibitor, BAY11-7082 (5 μM). Data are normalized to respective HSP90 and then to untreated cells (n=3). (**e**) qRT-PCR analysis of SREBP2-dependent genes, *SREBF2, LDLR, HMGCS1, HMGCR,* and *INSIG1,* expression in HUVEC treated with or without TNFα (10 ng/mL) and BAY11-7082 (5 μM). Data are normalized to respective *ACTB* and then to untreated cells (n=6). (**f**) SREBP2 and RELA levels in TNFα (10 ng/mL)-treated HUVEC treated with or without siRNA targeting *RELA*. Data are normalized to respective HSP90 and then to untreated cells (n=4). *p<0.05; **p<0.01; ***p<0.001; ***P<0.0001 by one-way ANOVA (c, d, and f) or two-way ANOVA (**e**) with Tukey’s multiple comparison’s test. Figure 3—source data 1.Blots corresponding to Figure 3a, b, d and f. Figure 3—source data 2.Raw data supporting Figure 3c, d, e and f.

Lastly, we measured TNFα-mediated SREBP2 activation after chemical inhibition and genetic knockdown of NF-κB to confirm previous RNA-seq results. Treatment of HUVEC with BAY 11–7082, a selective IKK inhibitor, significantly attenuated IL1β and TNFα induced increase in SREBP2 cleavage, LDLR protein levels, and mRNA expression of SREBP2-dependent genes (Figure 3d and e; Keller et al., 2000). Notably, BAY 11–7082 did not suppress JNK or p38 signaling, demonstrating specificity for the NF-κB pathway (Figure 3d). Western Blot analysis of SREBP2 in HUVEC after *RELA* knockdown confirmed that NF-κB DNA-binding and transcriptional activity are required for cytokine induction of SREBP2 cleavage (Figure 3f).

### Canonical SCAP/SREBP2 shuttling is required for TNFα-mediated SREBP2 cleavage

Studies have shown that SREBP2 cleavage can be controlled by mechanisms beyond the SCAP shuttling complex, such as Akt/mTOR/Lipin1 regulation of nuclear SREBP and direct cleavage of SREBP in the ER by S1P (Shimano and Sato, 2017; Kim et al., 2018). It is possible that a post-translational SREBP2 regulator could be the RELA-dependent molecule responsible for increased SREBP2 activation. Furthermore, it is also feasible that the *SREBF2* gene itself is under the control of NF-κB, which would upregulate total SREBP2 and increase the threshold of cholesterol needed to suppress its cleavage. Interestingly, this has been reported in a previous study for *SREBF1* (Im et al., 2011). Thus, we used several SREBP-processing inhibitors to test if the SCAP-mediated translocation and Golgi cleavage are necessary for SREBP2 activation in cytokine stimulated EC (Figure 4a).

**Figure 4.**
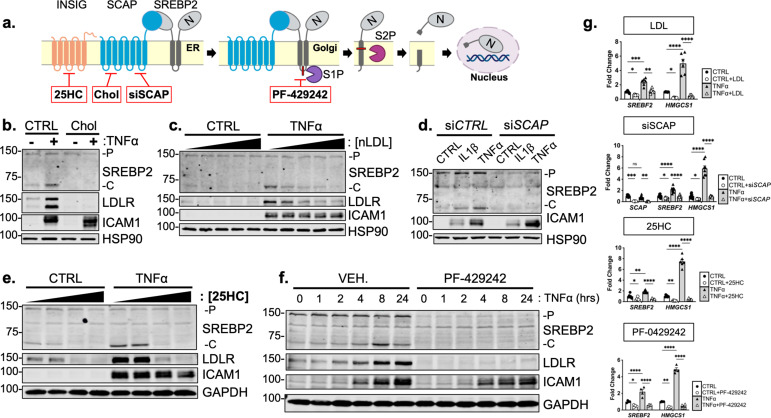
Cytokine-mediated upregulation of SREBP2 cleavage requires proper SCAP shuttling and proteolytic processing in the Golgi. (**a**) Schematic of where 25-hyroxycholesterol (25HC), cholesterol, siSCAP, and PF-429242 inhibit SREBP processing throughout the pathway. (**b**) Representative immunoblot of SREBP2 and LDLR protein levels in HUVEC treated with TNFα (10 ng/mL) and cholesterol (Chol) (25 μg/mL). Data are normalized to respective HSP90 and then to untreated cells. (**c**) Representative immunoblot of SREBP2 and LDLR protein levels in HUVEC treated with TNFα (10 ng/mL) and increasing concentrations of LDL. Data are normalized to respective HSP90 and then to untreated cells. (**d**) Representative immunoblot SREBP2 cleavage in HUVEC treated with IL1β (10 ng/mL) or TNFα (10 ng/mL) and *SCAP* siRNA. Data are normalized to respective HSP90 and then to untreated cells. (**e**) Representative immunoblot of SREBP2 and LDLR protein levels in HUVEC treated with TNFα (10 ng/mL) and increasing concentrations of 25-hydroxycholesterol (25HC). Data are normalized to respective HSP90 and then to untreated cells. (**f**) Representative immunoblot of SREBP2 and LDLR protein levels in HUVEC treated with TNFα (10 ng/mL) and PF-429242 (10 μM) for indicated time. Data are normalized to respective HSP90 and then to untreated cells. (**g**) qRT-PCR analysis of *SREBF2, HMGCS1,* and *SCAP* from RNA of HUVECs treated with TNFα (10 ng/mL) and indicated SREBP2 inhibitor. Data are normalized to respective *ACTB* and then to untreated cells (n=6). *p<0.05; **p<0.01; ***p<0.001; ***p<0.0001 by two-way ANOVA with Sidak’s multiple comparisons test. Figure 4—source data 1.Blots corresponding to Figure 4b, c, d, e and f. Figure 4—source data 2.Raw data supporting Figure 4g and Figure 4—figure supplement 1 a, c, d, e, and f.

**Figure 4—figure supplement 1.**
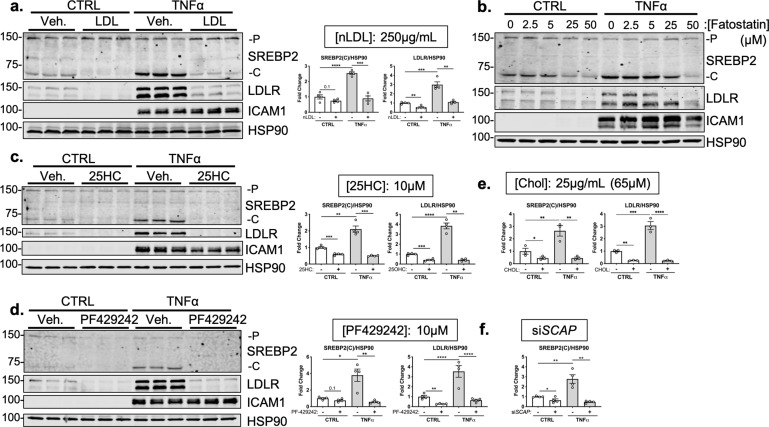
Immunoblots of SREBP2 processing inhibitors at effective doses. (**a**) SREBP2 and LDLR protein levels in HUVEC treated with TNFα (10 ng/mL) and with or without low density lipoprotein (LDL) (250 μg/mL). Data are normalized to respective HSP90 and then to untreated cells (n=4). (**b**) Representative immunoblot of SREBP2 and LDLR protein levels in HUVEC treated with TNFα (10 ng/mL) and increasing concentrations of fatostatin. (**c**) SREBP2 and LDLR protein levels in HUVEC treated with TNFα (10 ng/mL) and with or without 25-hydroxycholesterol (25HC) (10 μM). Data are normalized to respective HSP90 and then to untreated cells (n=4). (**d**) SREBP2 and LDLR protein levels in HUVEC treated with TNFα (10 ng/mL) and with or without PF-429242 (10 μM). Data are normalized to respective HSP90 and then to untreated cells (n=4). (**e**) Quantification of SREBP2 and LDLR protein levels in HUVEC treated with TNFα (10 ng/mL) and with or without MβCD-cholesterol (Chol) (65 μM). Data are normalized to respective HSP90 and then to untreated cells (n=3). (**f**) Quantification of SREBP2 protein levels in HUVEC treated with TNFα (10 ng/mL) and with or without si*SCAP*. Data are normalized to respective HSP90 and then to untreated cells (n=4). *p<0.05; **p<0.01; ***p<0.001; ***p<0.0001 by two-way ANOVA with Sidak’s multiple comparisons test. Figure 4—figure supplement 1—source data 1.Blots corresponding to Figure 4—figure supplement 1a, b, c, and d.

Upon sensing heightened cellular cholesterol, SCAP stabilizes SREBP in the ER and prevents its translocation to the Golgi for processing (Brown and Goldstein, 1997). Therefore, we treated HUVEC with two forms of exogenous cholesterol to test if SCAP shuttling lies upstream of SREBP2 activation in our system: [1] free cholesterol bound to the donor molecule methyl-β-cyclodextrin (Chol) and [2] cholesterol-rich LDL. Chol significantly attenuated the increased LDLR and SREBP2 cleavage seen with TNFα stimulation (Figure 4b). Furthermore, LDL was able to dose-dependently decrease SREBP2 activation back down to basal levels at the highest concentration of 250 μg/mL (Figure 4c, Figure 4—figure supplement 1a). Similar results were seen when SCAP was inhibited with a chemical inhibitor, fatostatin (Figure 4—figure supplement 1b). To solidify this point, siRNA knockdown of *SCAP* inhibited the ability of IL1β and TNFα to upregulate SREBP2 cleavage, but not ICAM1 induction (Figure 4d).

Next, we sought to inhibit SREBP2 processing by two complimentary approaches, INSIG1-mediated retention in the ER and inhibition of Golgi processing. The oxysterol 25-hydroxycholesterol (25HC) will promote association of INSIG to the SCAP/SREBP2 complex and prevent translocation to the Golgi (Radhakrishnan et al., 2007). Treatment of HUVEC with 25HC significantly prevented cytokine-induced SREBP2 activation and LDLR upregulation (Figure 4e, Figure 4—figure supplement 1c). We next treated the cells with PF-429242, a potent inhibitor of site-1-protease (S1P), which prevented SREBP2 cleavage and LDLR increase throughout the 24 hr timecourse (Figure 4f, Figure 4—figure supplement 1 d). The above biochemical experiments were supported by qPCR measurements of SREBP2-dependent genes to confirm that the inhibitors used in this study fully attenuated SREBP2 activity (Figure 4g). As expected, *HMGCS1* mRNA was depleted basally by LDL, siSCAP, 25HC, and PF-042424 and these compounds prevented the increase in *HMGCS1* transcription in response to TNFα. *HMGCS1* transcript levels represented the trend seen in several other sterol-responsive genes. Although TNFα consistently increased *SREBF2* transcription, all inhibitors also were able to attenuate this upregulation of *SREBF2* mRNA. Taken together, the evidence suggests that canonical SCAP shuttling is necessary for activation of SREBP2 by inflammatory cytokines and that this is not due to direct NF-κB-mediated upregulation of the *SREBF2* transcript or cholesterol biosynthesis genes.

### Inflammatory stress decreases accessible free cholesterol required for SREBP processing

Since SCAP/SREBP2 shutting is maintained when cells were treated with TNFα, we reasoned that perhaps TNFα regulates cellular cholesterol levels. Lipids were extracted from control and TNFα-treated HUVEC and total cholesterol was measured. Incubation of cells in LPDS reduced cellular cholesterol compared to cells cultured in FBS. Cells treated with exogenous methyl-β-cyclodextrin-cholesterol (Chol) contained significantly more measured cholesterol (Figure 5a). However, TNFα treatment did not alter total cholesterol in either media condition. Secondly, we quantified cellular cholesterol using mass spectrometry-based lipid analysis, a significantly more precise technique that provides information on molar percentages of lipid. Similar to the initial cholesterol measurements, TNFα did not change total cholesterol after 4 or 10 hr of treatment (Figure 5b).

**Figure 5.**
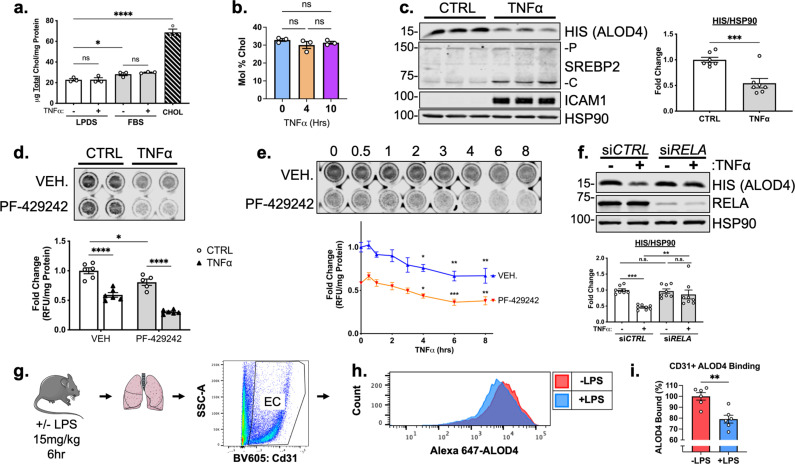
TNFα decreases accessible cholesterol in cultured HUVEC and mouse lung ECs in vivo. (**a**) Quantification of total cholesterol extracted from HUVEC treated with or without TNFα (10 ng/mL) and indicated positive controls, lipoprotein deficient serum (LPDS), fetal bovine serum (FBS), or MβCD-cholesterol. Data were normalized to respective total protein (n=3). (**b**) Total cholesterol in HUVEC after 4 or 10 hr of TNFα (10 ng/mL) quantified by mass spectrometry (n=3). (**c**) ALOD4 protein levels in HUVEC treated with TNFα (10 ng/mL). Data are normalized to respective HSP90 and then to untreated cells (n=7). (**d**) In-cell western blot of ALOD4 protein levels in HUVEC treated with TNFα (10 ng/mL) and PF-429242 (10 μM). Data are normalized to respective total protein and then to untreated cells (n=6). (**e**) In-cell western blot of ALOD4 protein levels in HUVEC treated with TNFα (10 ng/mL) and PF-429242 (10 μM) for indicated time. Data are normalized to respective total protein and then to untreated cells (n=6). (**f**) ALOD4 protein levels in TNFα (10 ng/mL)-treated HUVEC treated with or without *RELA* siRNA. Data are normalized to respective HSP90 and then to untreated cells (n=8). (**g**) Schematic of protocol to isolate mouse lung endothelial cells and quantify ALOD4 binding by flow cytometry. (**h**) Representative histogram of ALOD4 binding in Cd31 +lung endothelial cells in mice treated with or without LPS (15 mg/kg) for 6 hr. (**i**) Quantification of ALOD4 binding across 2 flow cytometry experiments in mice treated with or without LPS (15 mg/kg). Binding was quantified as AlexaFluor647 mean fluorescent intensity per cell (100,000 events/replicate). Data are normalized to nontreated mice (-LPS, n=6;+LPS, n=6). *p<0.05; **p<0.01; ***p<0.001; ***p<0.0001 by one-way ANOVA with Tukey’s multiple comparison’s test (**a and d**) or Dunnett’s multiple comparisons test (**e**), unpaired t-test (**c and i**), or two-way ANOVA with Sidak’s multiple comparisons test (**f**). Figure 5—source data 1.Blots corresponding to Figure 5c and f. Figure 5—source data 2.Raw data supporting Figure 5a, c, d, e, f and i and Figure 5—figure supplement 1e, f, g, and h.

**Figure 5—figure supplement 1.**
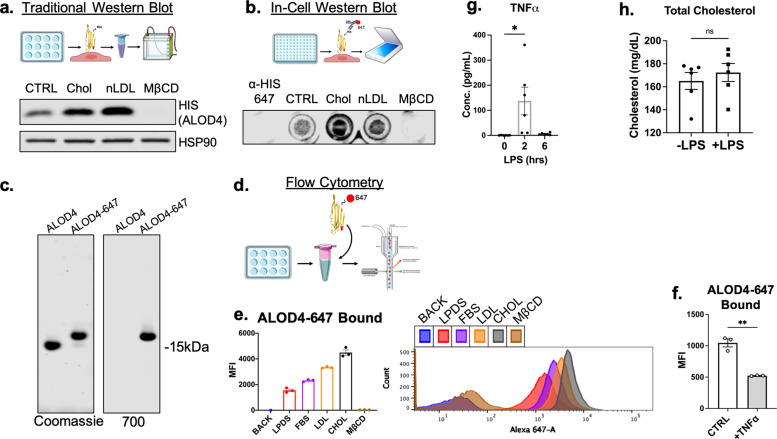
Optimization of assays used to quantify accessible cholesterol on cellular plasma membranes. (**a**) Diagram of pipeline for immunoblotting protocol to quantify EC accessible cholesterol (top). Representative immunoblot of HIS (ALOD4) after treatment with cholesterol modifying agents: MβCD-cholesterol (Chol) (25 μg/mL), LDL (100 μg/ml), or MβCD (1%) (bottom). (**b**) Diagram of pipeline for in-cell Western blotting protocol to quantify EC accessible cholesterol (top). Representative in-cell western blot of secondary alone (α-HIS-647) or HIS (ALOD4) after treatment with cholesterol modifying agents: MβCD-cholesterol (Chol) (25 μg/mL), LDL (100 μg/ml), or MβCD (1%) (bottom). (**c**) Representative SDS-PAGE gel of purified unconjugated ALOD4 and fluorescent ALOD4-647 stained with Coomassie (left) or recorded with the 700 nm channel on LICOR Biosciences Odyssey CLx platform. (**d**) Schematic of flow cytometry pipeline to quantify ALOD4 binding in cultured ECs with ALOD4-647. (**e**) Flow cytometry analysis of bound ALOD4-647 per HUVEC after treatment with positive controls, lipoprotein depleted serum (LPDS), fetal bovine serum (FBS), LDL (100 μg/mL), MβCD-cholesterol (Chol) (25 μg/mL), or MβCD (1%). ALOD4 binding was quantified by mean fluorescence intensity of AlexaFluor647 channel (10,000 events/replicate, n=3). (**f**) Flow cytometry analysis of ALOD4-647 bound to HUVEC treated with TNFα (10 ng/mL) for 16 hr. ALOD4 binding was quantified by mean fluorescence intensity of AlexaFluor647 channel (10,000 events/replicate, n=3). (**g**) Circulating TNFα from serum of mice treated with LPS (15 mg/kg) for 2 or 6 hr (n=6). (**h**) Total cholesterol from serum of mice used in (Figure 5g) (n=6). *p<0.05; **p<0.01; ***p<0.001; ***p<0.0001 by unpaired t-test (**f and g**) or one-way ANOVA with Tukey’s multiple comparison’s test. Figure 5—figure supplement 1—source data 1.Blots corresponding to Figure 5—figure supplement 1a and c.

Changes in the distribution of cholesterol could account for SREBP2 activation without loss in total cholesterol mass. Recently, several tools have been developed to analyze the exchangeable pool of free cholesterol that exists in flux between the ER and the plasma membrane and this accessible pool tightly regulates the shuttling of SCAP/SREBP2 (Infante and Radhakrishnan, 2017). Accessible cholesterol can be quantified using modified recombinant bacterial toxins that bind in a 1:1 molar ratio to accessible free cholesterol on the plasma membrane (Gay et al., 2015). To examine accessible cholesterol in EC, we purified His-tagged anthrolysin O (ALOD4) and used it as a probe (Endapally et al., 2019a). To assess the utility of the probe in HUVEC, cells were incubated with Chol, LDL or with methyl-β-cyclodextrin (MβCD, a cholesterol acceptor) and ALOD4 bound was quantified by probing for anti-HIS at 15 kDa by western blotting. As expected, treatment with Chol or LDL increased ALOD4 binding, whereas MβCD decreased ALOD4 binding (Figure 5—figure supplement 1a). Secondly, a similar method was used, but instead of cell lysis, DyLight680-conjugated anti-HIS antibody was directly applied to the ALOD4-incubated cells and read live on LICOR Biosciences Odyssey CLx platform (In-Cell Western Blot). Likewise, the positive controls were able to tightly regulate ALOD4 binding and fluorescence signal (Figure 5—figure supplement 1b).

TNFα treatment of HUVEC significantly decreased ALOD4 binding (Figure 5c). Using In-Cell Western blotting, treatment with PF-429242 to reduce SREBP2 processing and its transcription decreased ALOD4 basally and, when combined with TNFα, significantly decreased accessible cholesterol even further (Figure 5d). This suggests that the decrease in accessible cholesterol was independent of SREBP2 stability. Probing accessible cholesterol throughout an 8 hr timecourse revealed that ALOD4 binding significantly decreased as early as 4 hr after TNFα treatment in HUVEC treated with and without PF-429242 (Figure 5e). This was in line with previous results measuring SREBP2 cleavage and gene expression as accessible cholesterol depletion should precede SREBP2 activation. Moreover, *RELA* knockdown attenuated the decrease in accessible cholesterol, indicating that SREBP2 activation by NF-κB was most likely through upregulation of a molecule or pathway that decreases accessible cholesterol (Figure 5f).

Lastly, we validated that inflammatory stress decreased accessible cholesterol not only in cultured HUVEC, but also in EC in vivo. We directly labeled ALOD4 with AlexaFluor 647 and incubated this probe with suspended HUVEC to validate the flow cytometry assay (Figure 5—figure supplement 1c and d). Modulation of cholesterol with various treatments altered ALOD4 binding as expected and treatment of HUVEC with TNFα revealed similar results to immunoblotting (Figure 4—figure supplement 1e and f). Next, we intraperitoneally injected wildtype C57BL/6 J mice with a nonlethal dose of LPS at 15 mg/kg to stimulate a systemic inflammatory response. Indeed, TNFα peaked in the serum of these animals 2 hr after injection (Figure 5—figure supplement 1g). Lungs were harvested 6 hr after LPS injection and cells were broken up into a single-cell suspension for flow cytometry staining (Figure 5g). Cd31 +ECs from mice treated with LPS contained about 20% less accessible cholesterol compared to ECs from untreated mice (Figure 5h and i). Notably, total serum cholesterol remained unchanged in TNFα-treated animals compared to control, indicating that the decrease in accessible cholesterol reflects the effect of the inflammatory stimulus on ECs (Figure 5—figure supplement 1h).

### STARD10 is necessary for full SREBP2 activation by TNFα

TNFα did not impact several canonical biological pathways that regulate the pool of accessible cholesterol. Briefly, cholesterol efflux, sphingomyelin shielding, esterification, and lysosomal/endosomal accumulation remained unchanged in ECs treated with TNFα (Figure 6—figure supplement 1). Therefore, we probed our RNA-seq dataset for genes that have been reported to regulate lipid dynamics and could possibly be upstream of the depletion in accessible cholesterol.

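At the paper's cutoff, 401 genes were higher after 4 hr of TNFα and lower with siRELA at 4 hr, and 490 met both conditions at 10 hr. A total of 590 genes did so at either time and 301 at both. Without the requirement of a common time point, 1350 genes were higher with TNFα at some time, 1628 were lower with siRELA at some time, and 603 were both. At 4 hr, siRELA lowered 1221 genes and raised 1270 (1049 and 1098 with an adjusted p), and leaving out each library in turn gave 1201 to 1347 lower and 1235 to 1367 higher genes.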

We specifically isolated genes that significantly increased after 4 or 10 hr TNFα treatment and decreased with *RELA* knockdown. We found several genes that perform various lipid-associated functions, such as direct lipid binding and transport (*STARD4, STARD10,* and *ABCG1*), free fatty acid enzymatic activation and transport (*ACSL3, DBI*), mediation of mitochondrial steroidogenesis (*DBI, ACBD3, NCEH1*), and metabolism of phospholipids (*SGPP2, PAPP2A,* and *PPAPP2B*) (Figure 6a). 

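Of the 10 lipid-associated genes in Figure 6a, 7 rose with TNFα and fell with siRELA beyond the cutoff at a common time point. ABCG1, ACSL3, DBI, NCEH1, SGPP2 and STARD10 did so at 4 and 10 hr, and STARD4 at 10 hr only. As a list, the 10 genes had a median log2 fold change of 1.24 after 10 hr of TNFα, all 10 being higher (camera, adjusted p = 2.51e-09), and of 0.95 after 4 hr (adjusted p = 5.24e-09). With siRELA all 10 were lower at 10 hr, with a median of −0.98 (adjusted p = 8.52e-07), and the median was −0.64 at 4 hr (adjusted p = 7.78e-05). At 10 hr, 9 were significantly higher with TNFα over all genes tested and 10 when adjusted over the list alone, and 7 and 8 were lower with siRELA, which is not independent evidence because the study picked all 10 from these libraries.
ABCG1 (chromosome 21, 43619799 to 43717354), a sterol transporter, rose from 8.22 ± 0.743 to 50.1 ± 3.15 CPM after 10 hr (SD, n = 3), a log2 fold change of 2.54 (SE 0.21, adjusted p = 9.9e-08), and was 22.1 ± 4.47 CPM with siRELA, a log2 fold change of −1.18 (adjusted p = 0.000488). At 4 hr its fall with siRELA (−0.64, adjusted p = 0.0296) did not pass without siCTRL 4 hr replicate 3 (adjusted p = 0.15), without siRELA 4 hr replicate 2 (0.116) or 3 (0.0847), or with only the compared groups in the fit (0.0727). ACSL3 rose from 75.6 ± 14.8 to 302 ± 12.5 CPM, a log2 fold change of 2.01, and fell by 1.61 with siRELA. DBI had log2 fold changes of 1.18 and −0.81 at 10 hr, and NCEH1 of 1.24 and −1.14. At 4 hr, the fall of DBI with siRELA (−0.59) had an adjusted p of 0.0594 without siCTRL 4 hr replicate 1, 0.0563 without siRELA 4 hr replicate 1 and 0.0803 with only the compared groups. That of NCEH1 (−0.64) had one of 0.0672 and 0.0811 without siCTRL 4 hr replicates 2 and 3, 0.0963 without siRELA 4 hr replicate 2 and 0.0775 with only the compared groups. The rise of NCEH1 at 4 hr (0.60, adjusted p = 0.0159) is close to the cutoff. It fell under the cutoff, with an adjusted p of 0.0616, 0.0596, 0.0592 and 0.07, without siCTRL 0 hr replicates 1 and 2 and siCTRL 4 hr replicates 2 and 3. SGPP2 was at least 28-fold higher at 10 hr and at least 48.2-fold higher at 4 hr than in untreated cells, whose libraries were at or under the floor. Its fall with siRELA at 10 hr (−3.20, adjusted p = 1.37e-05) did not pass with the values as deposited (adjusted p = 0.229), nor did that at 4 hr (0.309).
ACBD3 rose from 61.8 ± 1.88 to 122 ± 9.72 CPM at 4 hr (log2 fold change 0.98, adjusted p = 2.16e-05), and its fall with siRELA there (−0.38, adjusted p = 0.0414) was under the cutoff. That fall did not pass without siCTRL 4 hr replicate 1 (adjusted p = 0.108), siCTRL 4 hr replicate 2 (0.111), siRELA 4 hr replicate 1 (0.177) or siRELA 4 hr replicate 3 (0.0721). It also did not pass without the filter (0.0589), with the values as deposited (0.0617), with only the compared groups (0.0851) or without the trend (0.0599), in a range of 0.0114 to 0.0851. PPAP2A, with 24.9% of its exon bases opposite MTREX, rose beyond the cutoff at 4 hr (0.65, adjusted p = 0.00285) and fell beyond it with siRELA at 10 hr (−0.69, adjusted p = 0.00331). Its rise at 10 hr (0.46, adjusted p = 0.0294) and its fall at 4 hr (−0.36, adjusted p = 0.0995) were under the cutoff. The 10 hr rise did not pass without siCTRL 0 hr replicate 3 (adjusted p = 0.135) or siCTRL 10 hr replicate 1 (0.0575), 2 (0.0677) or 3 (0.0888), and the 4 hr fall did without siCTRL 4 hr replicate 1 (0.0354). PPAP2B, 9.06% of which is shared with another gene, rose at 4 hr (1.26, adjusted p = 0.01) and at 10 hr (1.24, adjusted p = 0.0137), and did not pass at 10 hr without siCTRL 0 hr replicate 1 (0.0611), siCTRL 0 hr replicate 3 (0.0554) or siCTRL 10 hr replicate 2 (0.0824), or at 4 hr without siCTRL 4 hr replicate 2 (0.064). Its falls with siRELA were −0.43 at 10 hr (adjusted p = 0.439) and −0.16 at 4 hr (adjusted p = 0.785), and the latter changed sign without siCTRL 4 hr replicate 2 (0.24) and siRELA 4 hr replicate 3 (0.03).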

We analyzed previously submitted RELA chromatin immunoprecipitation (ChIP) sequencing data of ECs treated with IL1β or TNFα to identify gene candidates that were direct targets of NF-κB (Hogan et al., 2017). Of these genes, *ABCG1, STARD10, DBI, and NCEH1* appeared to have increased RELA occupancy within their promoters upon inflammatory stimulation (Figure 6—figure supplement 2). Although our results indicate that inflammatory stress did not increase cholesterol efflux, we were particularly interested in *ABCG1* because of its known role in cholesterol homeostasis and transport (Kennedy et al., 2005; Tarling and Edwards, 2011). Indeed, ABCG1 protein levels drastically increased in ECs treated with TNFα, which was attenuated by chemical inhibition of NF-κB (Figure 6—figure supplement 3a). ABCA1, a close family member to ABCG1 that shares LXR as its key transcription regulator, did not increase with inflammatory cytokine (Venkateswaran et al., 2000). However, knockdown of *ABCG1* by two independent siRNA were unable to rescue the effect of TNFα on accessible cholesterol or SREBP2 activation (Figure 6—figure supplement 3b and c). Nonetheless, the robust activation of ABCG1 by inflammatory cytokines warrants further study in the EC inflammatory response.

**Figure 6.**
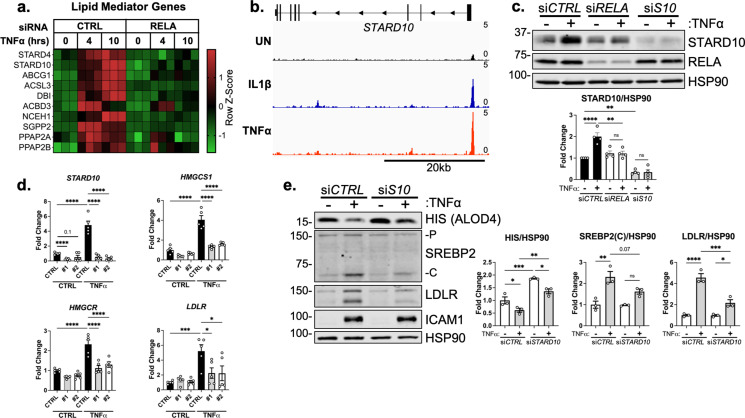
STARD10 is necessary for complete TNFα-mediated accessible cholesterol reduction and SREBP2 activation. (**a**) Heatmap of genes that regulate lipid homeostasis, significantly increased with TNFα (10 ng/mL) treatment after 4 or 10 hr, and were significantly inhibited by *RELA* knockdown. (**b**) *STARD10* gene locus from RELA ChIP-seq analysis of human aortic endothelial cells (HAEC) treated with TNFα (2 ng/mL) or IL1β (10 ng/mL) for 4 hr. Data are scaled from 0 (bottom) to 5 (top). Data originated from GSE89970. (**c**) Immunoblot of STARD10 protein levels in HUVEC treated with *RELA* or *STARD10* (**S10**) siRNA and with or without TNFα (10 ng/mL). Data are normalized to respective HSP90 levels and then to untreated cells (n=4). (**d**) qRT-PCR analysis of RNA from HUVEC treated with TNFα (10 ng/mL) and two independent siRNA targeting *STARD10* (#1,#2). Data are normalized to respective *ACTB* and then to untreated cells (n=5). (**e**) Immunoblot of ALOD4, SREBP2, and LDLR protein levels in HUVEC treated with *STARD10* siRNA (si*S10*) and with or without TNFα (10 ng/mL). Data are normalized to respective HSP90 levels and then to untreated cells (n=3). *p<0.05; **p<0.01; ***p<0.001; ***p<0.0001 by two-way ANOVA with Sidak’s multiple comparisons test (**d and e**). Figure 6—source data 1.Blots corresponding to Figure 6c and e. Figure 6—source data 2.Raw data supporting Figure 6c, d and e, Figure 6—figure supplement 1 c and e, and Figure 6—figure supplement 3c.

**Figure 6—figure supplement 1.**
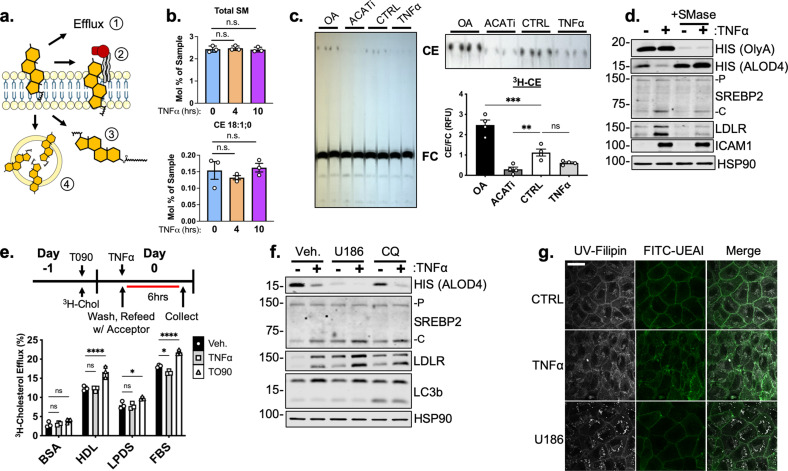
Complete analysis of common cholesterol transport mechanisms in HUVEC under inflammatory stress. (**a**) Schematic of possible mechanisms to deplete plasma membrane accessible cholesterol: (1) efflux, (2) sphingomyelin shielding, (3) esterification, and (4) lysosomal/endosomal accumulation. (**b**) Total sphingomyelin (SM) and cholesteryl ester (CE) content in HUVEC after 4 or 10 hr of TNFα (10 ng/mL) quantified by mass spectrometry (n=3). (**c**) Thin layer chromatography of 3H-cholesterol isolated from HUVEC treated with oleic acid (OA) (0.5 mM), Sandoz 58–035 (ACATi) (1 μM), or TNFα (10 ng/mL) for 16 hr. Esterification was quantified as a ratio between cholesteryl ester (CE) and free cholesterol (FC) (n=4). (**d**) Representative immunoblot of OlyA, ALOD4, SREBP2, and LDLR protein levels in HUVEC treated with TNFα (10 ng/mL) and sphingomyelinase (SMase) (100mU/mL). (**e**) Schematic of protocol for measurement of cholesterol efflux (top). 3H-cholesterol efflux in HUVEC treated with T0901317 (T090) (5 μM) or TNFα (10 ng/mL) and with indicated acceptors, BSA, HDL, lipoprotein depleted serum (LPDS), or fetal bovine serum (FBS). Efflux was quantified as the ratio of 3H-cholesterol in the media compared to lysates (n=4). (**f**) Immunoblot of ALOD4, SREBP2, and LDLR protein levels in HUVEC treated with U18666A (U186) (5 μM) or choloroquine (CQ) (10 μM) and with or without TNFα (10 ng/mL). Data are normalized to respective HSP90 and then to untreated cells (n=3). (**g**) Representative images of Filipin and FITC-ulex eruopaeus agglutinin I (UEAI) stained HUVEC after treatment with TNFα (10 ng/mL) or U18666A (U186) (5 μM). White scale bar = 30 μm. *p<0.05; **p<0.01; ***p<0.001; ***p<0.0001 by one-way ANOVA with Tukey’s multiple comparison’s test (**c and e**). Figure 6—figure supplement 1—source data 1.Blots corresponding to Figure 6—figure supplement 1c, d, and f.

**Figure 6—figure supplement 2.**
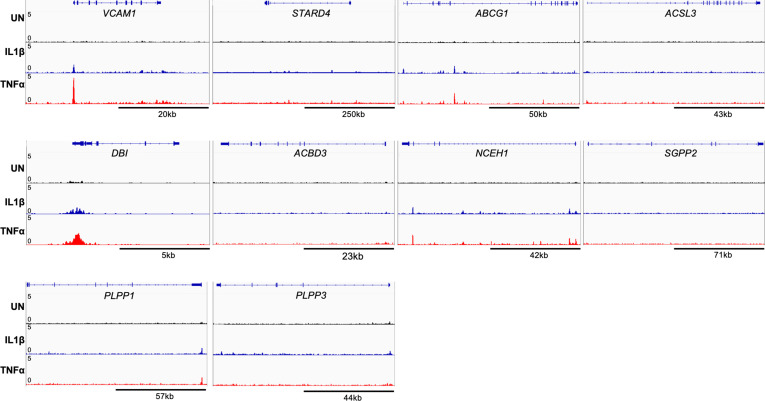
RELA ChIP-seq analysis of lipid mediator genes. RELA ChiP-seq analysis of lipid mediator genes of human aortic endothelial cells (HAEC) treated with TNFα (2 ng/mL) or IL1β (10 ng/mL) for 4 hr. Data are scaled from 0 (bottom) to 5 (top). *VCAM1* is shown in first panel as a positive control. Data originated from GSE89970.

**Figure 6—figure supplement 3.**
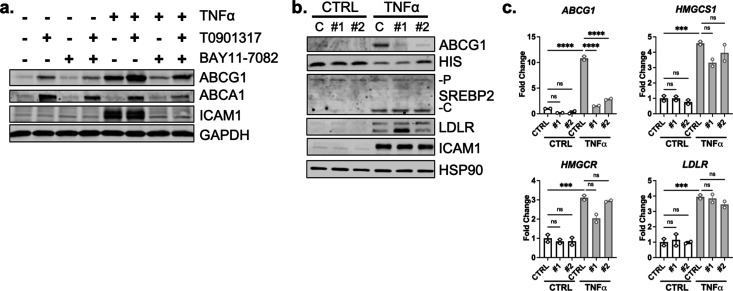
ABCG1 is significantly upregulated by TNFa, but is not responsible for accessible cholesterol depletion or SREBP2 activation. (**a**) Representative immunoblot of ABCG1 and ABCA1 protein levels in HUVEC treated with TNFα (10 ng/mL), T0901317 (T090) (5 μM), and/or BAY11-7082 (5 μM). (**b**) Representative immunoblot of ABCG1, ALOD4, SREBP2, and LDLR protein levels in HUVEC treated with TNFα (10 ng/mL) and two independent siRNA targeting *ABCG1* (#1,#2). (**c**) qRT-PCR analysis of RNA from HUVEC treated with TNFα (10 ng/mL) and two independent siRNA targeting *ABCG1* (#1,#2). Data are normalized to respective *ACTB* and then to untreated cells (n=2). *p<0.05; **p<0.01; ***p<0.001; ***p<0.0001 by two-way ANOVA with Sidak’s multiple comparisons test. Figure 6—figure supplement 3—source data 1.Blots corresponding to Figure 6—figure supplement 3a and b.

From these several targets identified by RNA-seq and ChIP-seq, we identified *STARD10* as a promising upstream mediator of accessible cholesterol in ECs treated with inflammatory cytokines. STARD10 belongs to a family of proteins that bind hydrophobic lipids via a structurally conserved steroidogenic acute regulatory-related lipid transfer (START) domain (Clark, 2020). STARD proteins regulate non-vesicular trafficking of cholesterol, phospholipids, and sphingolipids between membranes. 

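STARD10 lies on chromosome 11 of hg19, from 72465774 to 72504726 on the minus strand, and encodes a lipid transfer protein of the START family. Its expression in siCTRL cells was 7.05 ± 0.508 CPM without TNFα, 13.8 ± 0.337 CPM after 4 hr and 21.3 ± 1.09 CPM after 10 hr (SD, n = 3). The log2 fold change was 0.92 at 4 hr (SE 0.23, adjusted p = 0.00411) and 1.53 at 10 hr (SE 0.23, adjusted p = 7.81e-05). With siRELA, expression was 4.28 ± 1.73, 8.13 ± 2.39 and 9.3 ± 1.79 CPM at the same times. The fall with siRELA was −1.16 at 10 hr (adjusted p = 0.00127) and −0.77 at 4 hr (adjusted p = 0.0205), in all 3 pairs of libraries. At 4 hr it did not pass without siCTRL 4 hr replicate 2 (adjusted p = 0.0504) or 3 (0.0542), or without siRELA 4 hr replicate 3 (0.11). STARD10 was also lower with siRELA in cells without TNFα, with a log2 fold change of −0.72 (adjusted p = 0.0396), and it rose by 1.08 after 10 hr of TNFα in siRELA cells (adjusted p = 0.00201). The response at 10 hr was smaller with siRELA in all 3 pairs of libraries, but a difference between the siRNAs was not shown (interaction −0.44, adjusted p = 0.523, and 0.359 with the replicate number as a block).
A share of 29.6% of the 50-base stretches of STARD10 also occurs in ARAP1, which overlaps it on the same strand. From the 11.8% of the longest ARAP1 transcript that is shared, 5.6 CPM of ARAP1 reads could be counted on STARD10 at 10 hr if coverage is even, against a gain of 14.2 CPM. ARAP1 fell from 58.5 to 41.9 CPM and the sum of both genes went from 65.6 to 63.1 CPM. These counts alone therefore do not exclude another division of reads between them. The paper's immunoblot of STARD10 protein does not rest on that division.

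**Figure D2:**
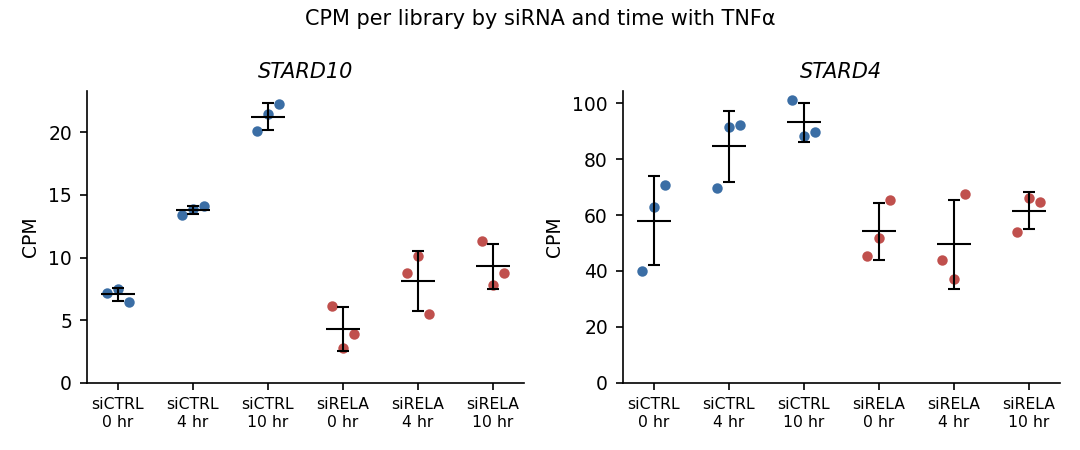
CPM of STARD10 and STARD4 in each library, by siRNA and time with TNFα. Points are libraries and bars are the mean ± SD of 3. In siCTRL cells, STARD10 reached 21.3 CPM and STARD4 93.1 CPM at 10 hr.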

*STARD10* was found to be upregulated by TNFα after 4 and 10 hr of treatment and inhibited by loss of *RELA* (Figure 6a). *STARD4* also shared this expression pattern, however, it is a sterol-sensitive gene and its upregulation by TNFα most likely occurred via SREBP2 activation (Soccio et al., 2005). 

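STARD4 (chromosome 5, 110831731 to 110848288) rose in siCTRL cells from 57.9 ± 15.9 CPM without TNFα to 84.6 ± 12.8 CPM after 4 hr and 93.1 ± 7 CPM after 10 hr (SD, n = 3). The log2 fold change was 0.57 at 4 hr (SE 0.22, adjusted p = 0.0402), under the cutoff, and 0.72 at 10 hr (SE 0.22, adjusted p = 0.0161). Neither passed without siCTRL 0 hr replicate 1, which gave an adjusted p of 0.222 at 4 hr and 0.1 at 10 hr. The 10 hr rise also failed without siCTRL 10 hr replicate 1 (0.0561). The 4 hr rise failed without siCTRL 4 hr replicate 2 or 3 (0.113 each), without the filter (0.0544), with the values as deposited (0.0606), with only the compared groups (0.0619) and without the mean-variance trend (0.0552). With siRELA, STARD4 was 49.5 ± 15.9 CPM at 4 hr, a log2 fold change of −0.80 (adjusted p = 0.0111, and 0.0603 without siRELA 4 hr replicate 2). At 10 hr it was 61.5 ± 6.69 CPM, a log2 fold change of −0.60 (adjusted p = 0.0537). This fall is beyond the cutoff and lower in all 3 pairs of libraries, and it passed with the replicate number as a block (adjusted p = 0.00527), with only the compared groups in the fit (0.00548) and with rescaled CPM (0.0362), in a range of 0.00527 to 0.0781 over the alternatives. The response of STARD4 at 10 hr was smaller with siRELA in all 3 pairs of libraries. The fit without the replicate block did not show a difference between the siRNAs (interaction −0.53, adjusted p = 0.392).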

Analysis of RELA chromatin ChIP-seq data revealed increased occupancy of RELA within the *STARD10* promoter in ECs treated with IL1β or TNFα (Figure 6b). Immunoblotting confirmed what was indicated by the RNA-seq and ChIP-seq results, revealing that STARD10 was significantly upregulated by TNFα and its expression was dependent on RELA (Figure 6c). STARD10 has been shown to bind phosphatidylcholine (PC), phosphatidylethanolamine (PE), and phosphatidylinositol (PI), but much of its detailed biology remains unknown (Olayioye et al., 2005; Carrat et al., 2020). Although it has not been shown to directly bind cholesterol, STARD10 may be implicated in the reorganization of membrane phospholipids that could alter cholesterol flux and shield cholesterol localization (Tabas, 2002; Mesmin and Maxfield, 2009; Lagace, 2015).

We next knocked down STARD10 to analyze its role in cholesterol homeostasis and EC inflammatory response. Treatment of ECs with two independent siRNAs targeting STARD10 significantly decreased *STARD10* expression and attenuated the enhanced expression of SREBP2 target genes *HMGCS1, HMGCR,* and *LDLR* (Figure 6d). Furthermore, STARD10 knockdown significantly rescued the loss in accessible cholesterol that occurs with TNFα stimulation (Figure 6e). SREBP2 activation and LDLR upregulation were also attenuated with STARD10 silencing. Therefore, we have identified a novel RELA-inducible gene in ECs that mediates the cholesterol homeostasis in response to inflammatory stress.

## Discussion

Little is known about cholesterol metabolism and homeostasis in ECs in the context of physiology or pathology. Here, we show that TNFαand IL-1β induce a transcriptional response via NF-κB that alters cholesterol homeostasis in ECs (Figure 7). Accordingly, rapid changes in accessible cholesterol then activates SREBP2 processing to compensate for the altered flux of accessible cholesterol between the plasma membrane and ER. Importantly, we identified a novel NF-κB-inducible gene, *STARD10*, that serves as an intermediate bridging TNF activation to changes in accessible cholesterol and SREBP2 activation. Collectively, these data support the growing evidence for an intimate relationship between inflammatory signaling and cholesterol homeostasis.

**Figure 7.**
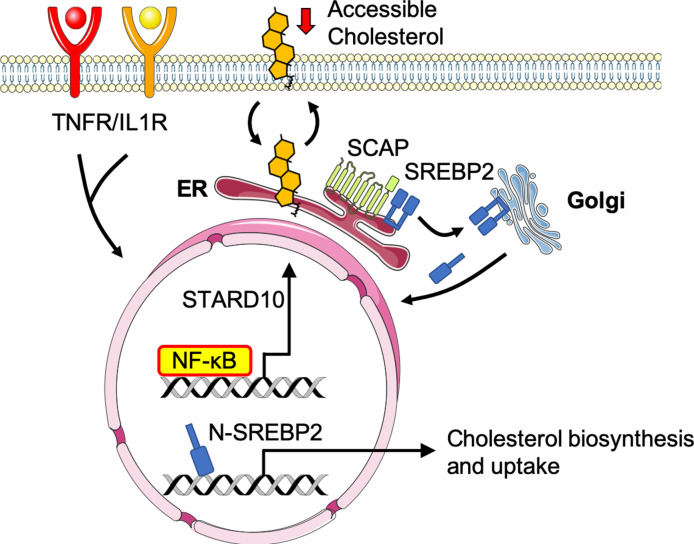
Working model of the relationship between sterol sensing and EC acute inflammatory response. Pro-inflammatory cytokines, such as TNFα and IL1β, promote NF-κB activation of gene transcription in endothelial cells. NF-κB upregulates factors, such as *STARD10*, that significantly decrease accessible cholesterol on the plasma membrane. SCAP senses the reduction in accessible cholesterol and shuttles SREBP2 to the Golgi to initiate classical proteolytic processing. Active N-SREBP2 translocates to the nucleus to transcriptionally upregulate canonical cholesterol biosynthetic genes.

Different forms of cellular stress have been shown to activate SREBP2 in multiple cell types, including oscillatory shear stress in ECs, ER stress in hepatocytes, and TNFα in macrophages (Xiao et al., 2013; Kim et al., 2018; Kusnadi et al., 2019). However, these studies did not implicate changes in cholesterol accessibility as an upstream mechanism leading to the activation of SREBP2. Here, we clearly demonstrate that activation of NF-kB leads to changes in the accessible cholesterol pool promoting classical SREBP2 processing in a SCAP-dependent manner. Epithelial cells treated with IFNγ-stimulated macrophage conditioned media rapidly reduce accessible cholesterol to protect against bacterial infection by preventing cholesterol-mediated transport between cells (Abrams et al., 2020). Similarly, macrophages deplete accessible cholesterol to protect against bacterial toxin-mediated injury (Zhou et al., 2020). In both of these studies, accessible cholesterol was mediated by IFN-induction of the enzyme, cholesterol 25-hydroxylase (Ch25H), which produces 25-HC as a product and enhances the esterification of cholesterol. However, Ch25H is not expressed ECs with or without TNFα and cholesterol does not mobilize into the lipid droplet pool. Nonetheless, EC depletion of accessible cholesterol may be an evolutionary mechanism of host immunity.

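CH25H (chromosome 10, 90965694 to 90967071) had between 0.110 and 1.49 CPM in the 18 libraries, with a median of 0.399 CPM. These values stand for about 1 to 16 reads. Its mean of 0.552 CPM ranked 14618 of 21736 genes and was below the filter, so it was not tested. In siCTRL cells it had 0.590 to 0.871 CPM without TNFα and 0.110 to 0.448 CPM with it. In siRELA cells it had 0.123 to 1.49 CPM. Several of these values lie at or under the floor of 3 reads, so the groups are not compared for this gene.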

In the present study, we show that TNFα activation of NF-κB induces the expression of the gene, STARD10. Although little is known about the physiological function of STARD10, it may influence cholesterol homeostasis in several ways. Firstly, it has been reported that STARD10 can directly bind PC, PE, and PI and may alter intracellular membrane dynamics to influence the flux of cholesterol. It has been suggested PC plays a role in cholesterol sequestration either by steric hindrance from by its polar head group or through the creation of novel membranes that may sink cholesterol out of the accessible pool (Mesmin and Maxfield, 2009; Lagace, 2015). Furthermore, STARD10 belongs to a classical family of lipid transporters and may bind lipids not previously reported. As a novel NFκB inducible gene, STARD10 regulation of cholesterol homeostasis is a novel concept that warrants further investigation.

Previous studies indicate that SREBP2 activation feeds forward into the inflammatory response and exacerbates inflammatory damage. Firstly, SREBP2 has been shown to regulate inflammatory phenotype via modulation of cholesterol homeostasis. Increased cholesterol flux has been reported to feed into multiple immune pathways, such as interferon responses, inflammasome activation, and trained immunity (York et al., 2015; Dang et al., 2017; Bekkering et al., 2018). Furthermore, perturbations in cellular cholesterol may change membrane dynamics and affect cellular signaling (Araldi et al., 2017). Secondly, SREBP2 has been proposed to bind and promote transcription of several pro-inflammatory mediators, such as *IL1β*, *IL8, NLRP3,* and *NOX2* (Kusnadi et al., 2019; Xiao et al., 2013; Yeh et al., 2004). SREBP2 binding to non-classical gene promotors may very well depend on cellular and epigenetic context. How SREBP2 feeds into post-translational inflammatory response phenotype of ECs, such as permeability, sensitivity to infection, and receptor signaling, remains to be explored.

This study extends a growing body of work identifying a tight relationship between cholesterol homeostasis, inflammation and immunity. Although we have shown EC response to inflammatory cytokines in the acute setting, much remains to be explored in the context of chronic inflammation. Of particular interest, it has been well appreciated that the endothelium plays an important role in the progression of atherosclerosis. Chronic exposure to elevated lipoproteins causes accumulation of LDL in the subendothelial layer and activation of the endothelium (Libby et al., 2019). This leads to an inflammatory cascade that causes a cycle of leukocyte recruitment and inflammatory activation. In this pathological context, ECs are exposed to a unique microenvironment composed of relatively high concentrations of cholesterol and cytokines. Thus, elucidating how the endothelium in vivo responds to the loss of *Srebf2* in mouse models of acute and chronic inflammation will be important delineate the role of EC cholesterol homeostasis in vascular health and disease.

## Materials and methods

### Mammalian cell culture

HUVECs were obtained from the Yale School of Medicine, Vascular Biology and Therapeutics Core facility. Cells were cultured in EGM-2 media (Lonza) with 10% fetal bovine serum (FBS), penicillin/streptomycin and glutamine (2.8 mM) in a 37 °C incubator with 5% CO_2_ supply.

### RNA sequencing

RNA was isolated using the RNeasy Plus Kit (Qiagen) and purity of total RNA per sample was verified using the Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA). RNA sequencing was performed through the Yale Center for Genome Analysis using an Illumina HiSeq 2000 platform (paired-end 150 bp read length). Briefly, rRNA was depleted from RNA using Ribo-Zero rRNA Removal Kit (Illumina). RNA libraries were generated from control cells using TrueSeq Small RNA Library preparation (Illumina) and sequenced for 45 cycles on Illumina HiSeq 2000 platform (paired end, 150 bp read length).

### RNA-seq analysis

Normalized counts and gene set enrichment analysis statistics were generated with Partek Flow. Reads were aligned to the hg19 build of the human genome with STAR and quantified to an hg19 RefSeq annotation model through Partek E/M. Gene counts were normalized as counts per million (CPM) and differential analysis was performed with GSA. Ingenuity Pathway Analysis (Ingenuity Systems QIAGEN) software was used to perform Canonical Pathway and Upstream Regulator analyses (Cutoff: p<0.05; –1.5>Fold Change >1.5). Metabolic network analysis was done using MetaCore (Clarivate) (Cutoff: p<0.005). GSEA analysis was used to produce Hallmark gene sets (1000 permutations, collapse to gene symbols, permutate to phenotype). Data are deposited in NCBI Gene Expression Omnibus and are available under GEO accession GSE201466.

### Western blotting analysis

Cells or tissues were lysed on ice with ice-cold lysis buffer containing 50 mM Tris-HCl, pH 7.4, 0.1 mM EDTA, 0.1 mM EGTA, 1% Nonidet P-40, 0.1% sodium deoxycholate, 0.1% SDS, 100 mM NaCl, 10 mM NaF, 1 mM sodium pyrophosphate, 1 mM sodium orthovanadate, 1 mM Pefabloc SC, and 2 mg/ml protease inhibitor mixture (Roche Diagnostics) and samples prepared. Total protein (25 μg) was loaded into SDS-PAGE followed by transfer to nitrocellulose membranes. Immunoblotting was performed at 4 °C overnight followed by 1 hr incubation with LI-COR compatible fluorescent-labeled secondary antibodies (LI-COR Biosciences). Bands were visualized on the Odyssey CLx platform (LICOR Biosciences). Quantifications were based on densitometry using ImageJ.

### Quantitative RT-qPCR

RNA from cells or tissues were isolated using the RNeasy Plus Kit (Qiagen). 0.5 mg RNA/sample was retrotranscribed with the iScript cDNA Synthesis Kit (BioRad). Real-time quantitative PCR (qPCR) reactions were performed in duplicate using the CFX-96 Real Time PCR system (Bio-Rad). Quantitative PCR primers were designed using Primer3 software and synthesized by Yale School of Medicine Oligo Synthesis facility. Fold changes were calculated using the comparative Ct method.

### DiI-LDL uptake

Cells were washed in PBS and treated for 1 hr with plain EBM-2 containing 2.5 μg/mL DiI-LDL (Kalen Biomedical). Cells were washed for 5 min with acid wash (25 mM Glycine, 3% (m/V) BSA in PBS at pH 4.0), before suspended in PBS, washed, and fixed. PE mean fluorescence intensity per cell was measured by LSRII (BD Biosciences) flow cytometer the same day of the assay and analyzed using FlowJo.

### Thin layer chromatography (TLC)

Dried lipids were resuspended in hexane and loaded onto a silica gel TLC 60 plate (Millipore Sigma) and run in hexane:diethyl ether:acetic acid (70:30:1) until the solvent line reached approximately 1 inch from the top. Standards of pure triglycerides, diacylglycerides, cholesterol, and cholesterol ester were loaded for reference. After drying, the plate was exposed to a phosphor screen for 1 week and imaged using a Typhoon phosphorimager.

### Cholesterol efflux assay

Cells were equilibrated with 1 μCi/mL 3H-cholesterol (PerkinElmer) for 16 hr in full media containing FBS and ACAT inhibitor 58035 (Sigma). Next, cells were washed twice with PBS and incubated for 6 hr in serum-free media containing 58035 and indicated cholesterol acceptor. Media and cell lysis were harvested at the end of 6 hr. Ultima Gold scintillation liquid (PerkinElmer) were added to the media and cell lysis, respectively, and radioactivity was quantified using a Tri-Carb 2100 liquid scintillation counter (PerkinElmer). Efflux was measured as percent counts in media divided by counts in the cell lysis.

### Filipin staining

Confluent HUVEC cells were fixed and stained with 50 μg/mL Filipin and FITC-conjugated lectin from Ulex Europaeus Agglutinin I (FITC-UEAI). Images were taken on a confocal microscope (SP5, Leica). UV signal (Filipin) was immediately recorded after FITC-UEAI was used to find appropriate z-stack/cellular context.

### Total cholesterol extraction and quantification

Total lipids extracted in 2:1 chloroform methanol. The solution was dried under nitrogen gas. Cholesterol was quantified according to the kit protocol (abcam).

### Lipidomics

Mass spectrometry-based lipid analysis was performed by Lipotype GmbH (Dresden, Germany) as described (Sampaio et al., 2011). Lipids were extracted using a two-step chloroform/methanol procedure (Ejsing et al., 2009). Samples were spiked with internal lipid standard mixture containing: cardiolipin 14:0/14:0/14:0/14:0 (CL), ceramide 18:1;2/17:0 (Cer), diacylglycerol 17:0/17:0 (DAG), hexosylceramide 18:1;2/12:0 (HexCer), lyso-phosphatidate 17:0 (LPA), lyso-phosphatidylcholine 12:0 (LPC), lyso-phosphatidylethanolamine 17:1 (LPE), lyso-phosphatidylglycerol 17:1 (LPG), lyso-phosphatidylinositol 17:1 (LPI), lyso-phosphatidylserine 17:1 (LPS), phosphatidate 17:0/17:0 (PA), phosphatidylcholine 17:0/17:0 (PC), phosphatidylethanolamine 17:0/17:0 (PE), phosphatidylglycerol 17:0/17:0 (PG), phosphatidylinositol 16:0/16:0 (PI), phosphatidylserine 17:0/17:0 (PS), cholesterol ester 20:0 (CE), sphingomyelin 18:1;2/12:0;0 (SM), sulfatide d18:1;2/12:0;0 (Sulf), triacylglycerol 17:0/17:0/17:0 (TAG) and cholesterol D6 (Chol). After extraction, the organic phase was transferred to an infusion plate and dried in a speed vacuum concentrator. 1st step dry extract was re-suspended in 7.5 mM ammonium acetate in chloroform/methanol/propanol (1:2:4, V:V:V) and 2nd step dry extract in 33% ethanol solution of methylamine in chloroform/methanol (0.003:5:1; V:V:V). All liquid handling steps were performed using Hamilton Robotics STARlet robotic platform with the Anti Droplet Control feature for organic solvents pipetting. Samples were analyzed by direct infusion on a QExactive mass spectrometer (Thermo Scientific) equipped with a TriVersa NanoMate ion source (Advion Biosciences). Samples were analyzed in both positive and negative ion modes with a resolution of Rm/z=200 = 280,000 for MS and Rm/z=200 = 17,500 for MSMS experiments, in a single acquisition. MSMS was triggered by an inclusion list encompassing corresponding MS mass ranges scanned in 1 Da increments (Surma et al., 2015). Both MS and MSMS data were combined to monitor CE, DAG and TAG ions as ammonium adducts; PC, PC O-, as acetate adducts; and CL, PA, PE, PE O-, PG, PI, and PS as deprotonated anions. MS only was used to monitor LPA, LPE, LPE O-, LPI, and LPS as deprotonated anions; Cer, HexCer, SM, LP,C and LPC O- as acetate adducts and cholesterol as ammonium adduct of an acetylated derivative (Liebisch et al., 2006). Data were analyzed with in-house developed lipid identification software based on LipidXplorer (Herzog et al., 2011; Herzog et al., 2012). Data post-processing and normalization were performed using an in-house developed data management system. Only lipid identifications with a signal-to-noise ratio >5, and a signal intensity fivefold higher than in corresponding blank samples were considered for further data analysis.

### ALOD4 and OlyA purification

ALOD4 and OlyA expression constructs were generously provided by the lab of Dr. Arun Radhakrishnan. Recombinant His-tagged ALOD4 and OlyA were purified as previously described (Endapally et al., 2019b). Briefly, ALOD4 expression was induced with 1 mM IPTG in OD_0.5_ BL21 (DE3) pLysS *E. coli* for 16 hr at 18 °C. Cells were lysed and His-ALOD4 and His-OlyA were isolated by nickel purification followed by size exclusion chromatography (HisTrap-HP Ni column, Tricorn 10/300 Superdex 200 gel filtration column; FPLC AKTA, GE Healthcare). Protein-rich fractions were pooled and concentration was measured using a NanoDrop instrument.

### ALOD4 fluorescent labeling

20 nmol ALOD4 was combined with 200 nm AlexaFluor maleimide (ThermoFisher) in 50 mM Tris-HCl, 1 mM TCEP, 150 mM NaCl pH 7.5 and incubated at 4 °C for 16 hr. The reaction was quenched using 10 mM DTT. Unbound fluorescent label and DTT were removed by dialysis (EMD Millipore).

### ALOD4 binding and western blot analysis

At time of collection, HUVEC were washed three times for 5 min in PBS with Ca^2+^ and Mg^2+^ containing 0.2% (wt/vol) BSA. Cells were then incubated with 3 μM ALOD4 in basal EBM2 media containing 0.2% (wt/vol) BSA for 1 hr at 4 °C. The unbound proteins were removed by washing three times with PBS with Ca^2+^ and Mg^2+^ for 5 min each. Cells were then lysed and prepared for SDS-PAGE and immunoblotting. ALOD4 was probed on nitrocellulose gels using anti-6X His (abcam) antibody at 15 kDa. A similar method was used for OlyA binding.

### ALOD4 in-cell western blot analysis

Cells were cultured onto 96 wells and ALOD4 binding was performed as mentioned above up until lysis. Cells were directly incubated with DyLight680-conjugated anti-His antibody (Thermofisher), washed, and 700 nm fluorescence was recorded directly on Odyssey CLx platform (LICOR Biosciences).

### ALOD4 flow cytometry analysis

Cells were suspended in PBS with Ca^2+^ and Mg^2+^ containing 2% FBS and washed three times. Binding was with 3 μM ALOD4-647 for 1 hr at 4 °C. Cells were then washed three times with PBS with Ca^2+^ and Mg^2+^ containing 2% FBS and mean fluorescence intensity per cell was measured by LSRII (BD Biosciences) flow cytometer the same day of the assay.

### Animal studies

All animals were handed according to approved institutional animal care and use committee (IACUC) protocols (#07919–2020) of Yale University. At 10 weeks of age, male C57BL/6 J mice (JAX, #000664) were injected with 15 mg/kg lipopolysaccharide (LPS) from *E. coli* O111:B4 intraperitoneally (Sigma). Six hr later, blood was collected for lipid and cytokine analysis. Mice were perfused with PBS and lungs were processed for flow cytometry analysis. Briefly, lung cells were brought to a single-cell suspension via collagenase incubation and then stained for flow cytometry at a concentration of 5x10^6^ cells/mL with Cd31 (Biolegend) and 3 μM ALOD4-47.

### Statistics

Statistical differences were measured with an unpaired two-sided Student’s t-test or ANOVA with listed correction for multiple corrections. A value of p<0.05 was considered statistically significant. ‘n’ within figure legends involving HUVEC denotes number of donors used for the respective experiment. Data analysis was performed with GraphPad Prism software (GraphPad, San Diego, CA).

### Cell Lines

The HUVECs used in this study were primary isolates of ECs collected from donor umbilical cords through Yale School of Medicine’s Vascular Biology and Therapeutic core as previously described (Ewenstein et al., 1987). No transformation were performed and they were used at low passage (p4).

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE201466. All data generated or analysed during this study are included in the manuscript and supporting file; Source Data files have been provided for all figures. The following dataset was generated: FowlerJW ZhangR TaoB BoutagyNE SessaWC 2022Inflammatory stress signaling via NF-kB alters accessible cholesterol to upregulate SREBP2 transcriptional activity in endothelial cellsNCBI Gene Expression OmnibusGSE20146610.7554/eLife.79529PMC939519435959888 The following previously published dataset was used: RomanoskiCE HoganNT 2017Genome-wide map of HAEC chromatin landscape under resting and TNFa, IL1b, and OxPAPC stimulation, with corresponding transcription factor binding and RNA expressionNCBI Gene Expression OmnibusGSE89970

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
antibody	Anti-His Tag Dylight 680 (Mouse monoclonal)	ThermoFisher Scientific	MA1-21315-D680	In-cell Western (1:1,000)
antibody	Anti-6x His (Mouse monoclonal)	abcam	ab18184	WB (1:1,000)
antibody	Anti-ABCG1 (Rabbit monoclonal)	abcam	ab52617	WB (1:1,000)
antibody	Anti-mmCd31-BV605 (Rat monoclonal)	BioLegend	102427	FACS (1:200)
antibody	Anti-GAPDH (Rabbit monoclonal)	Cell Signalling	2118 S	WB (1:2,000)
antibody	Anti-HSP90 (Mouse monoclonal)	Santa Cruz	sc-13119	WB (1:2,000)
antibody	Anti-ICAM1 (Rabbit monoclonal)	Cell Signaling	4915 S	WB (1:1,000)
antibody	Anti-JNK1 (Mouse monoclonal)	Cell Signaling	3708 S	WB (1:1,000)
antibody	Anti-LC3b (Rabbit monoclonal)	Cell Signaling	2775 S	WB (1:1,000)
antibody	Anti-LDLR (Rabbit monoclonal)	abcam	ab52818	WB (1:1,000)
antibody	Anti-p-JNK1 (Rabbit monoclonal)	Cell Signaling	9261 S	WB (1:1,000)
antibody	Anti-p-p38 (Rabbit monoclonal)	Cell Signaling	9211 S	WB (1:1,000)
antibody	Anti-p38 (Rabbit monoclonal)	Cell Signaling	9212 S	WB (1:1,000)
antibody	Anti-P65/RELA (Rabbit monoclonal)	Cell Signaling	8242 S	WB (1:1,000)
antibody	Anti-SREBP1a (Mouse monoclonal)	Santa Cruz	sc-13551	WB (1:1,000)
antibody	Anti-SREBP2 (Mouse monoclonal)	BD Biosciences	557037	WB (1:1,000)
antibody	Anti-STARD10 (Rabbit polyclonal)	Thermofisher Scientific	PA5-36947	WB (1:1,000)
antibody	Anti-VCAM1 (Mouse monoclonal)	Santa Cruz	sc-13160	WB (1:1,000)
sequence-based reagent	siRNA: *RELA*	Thermofisher Scientific	s11914	Silencer Select
sequence-based reagent	siRNA: *SREBF2*	Thermofisher Scientific	s27	Silencer Select
sequence-based reagent	siRNA: *HMGCR*	Thermofisher Scientific	110740	Silencer
sequence-based reagent	siRNA: *SCAP*	Thermofisher Scientific	s695	Silencer Select
sequence-based reagent	siRNA: *STARD10* #1	Thermofisher Scientific	s21244	Silencer Select
sequence-based reagent	siRNA: *STARD10* #2	Thermofisher Scientific	s21243	Silencer Select
sequence-based reagent	siRNA: *ABCG1* #1	Thermofisher Scientific	s18482	Silencer Select
sequence-based reagent	siRNA: *ABCG1* #2	Thermofisher Scientific	S18484	Silencer Select
sequence-based reagent	hs*ACTB*_F	This Paper	qRT-PCR Primers	AGCACTGTGTTGGCGTACAG
sequence-based reagent	hs*ACTB*_R	This Paper	qRT-PCR Primers	GGACTTCGAGCAAGAGATGG
sequence-based reagent	hs*LDLR*_F	This Paper	qRT-PCR Primers	TCTGCAACATGGCTAGAGACT
sequence-based reagent	hs*LDLR*_R	This Paper	qRT-PCR Primers	TCCAAGCATTCGTTGGTCCC
sequence-based reagent	hs*HMGCS1*_F	This Paper	qRT-PCR Primers	CAAAAAGATCCATGCCCAGT
sequence-based reagent	hs*HMGCS1*_R	This Paper	qRT-PCR Primers	AAAGGCTTCCAGGCCACTAT
sequence-based reagent	hs*HMGCR*_F	This Paper	qRT-PCR Primers	TGATTGACCTTTCCAGAGCAAG
sequence-based reagent	hsI*NSIG1*_F	This Paper	qRT-PCR Primers	CTAAAATTGCCATTCCACGAGC
sequence-based reagent	hs*INSIG1*_R	This Paper	qRT-PCR Primers	GCACTGCATTAAACGTGTGG
sequence-based reagent	hs*SREBF2*_F	This Paper	qRT-PCR Primers	TAAAGGAGAGGCACAGGA
sequence-based reagent	hs*SREBF2*_R	This Paper	qRT-PCR Primers	AGGAGAACATGGTGCTGA
sequence-based reagent	hs*ICAM1*_F	This Paper	qRT-PCR Primers	GTGGTAGCAGCCGCAGTC
sequence-based reagent	hs*ICAM1*_R	This Paper	qRT-PCR Primers	GGCTTGTGTGTTCGGTTTCA
sequence-based reagent	hs*CXCL1*_F	This Paper	qRT-PCR Primers	AGGGAATTCACCCCAAGAAC
sequence-based reagent	hs*CXCL1*_R	This Paper	qRT-PCR Primers	TGGATTTGTCACTGTTCAGCA
sequence-based reagent	hs*SELE*_F	This Paper	qRT-PCR Primers	ACCTCCACGGAAGCTATGACT
sequence-based reagent	hs*SELE*_R	This Paper	qRT-PCR Primers	CAGACCCACACATTGTTGACTT
sequence-based reagent	hs*SCAP*_F	This Paper	qRT-PCR Primers	CGCAAACAAGGAGAGCCTAC
sequence-based reagent	hs*SCAP*_R	This Paper	qRT-PCR Primers	TGTCTCTCAGCACGTGGTTC
sequence-based reagent	hs*STARD10*_F	This Paper	qRT-PCR Primers	GAAAGACTTGGTCCGAGCTG
sequence-based reagent	hs*STARD10*_R	This Paper	qRT-PCR Primers	TTCCACTCGGGGTACTTGAG
chemical compound, drug	25-hydroxycholesterol	Sigma Aldrich	H1015	
chemical compound, drug	Actinomycin D	ThermoFisher	11805017	
chemical compound, drug	BAY 117082	Sigma Aldrich	B556-10MG	
chemical compound, drug	Cholesterol, 1,2-3H(N)	Perkin Elmer	NET139250UC	
chemical compound, drug	Choroquine (CQ)	Sigma Aldrich	C6628	
chemical compound, drug	DiI LDL	Kalen Biomedical	770230	
chemical compound, drug	EGM2	Lonza	CC-3162	
chemical compound, drug	Fatostatin	Cayman	13562	
chemical compound, drug	Filipin	Cayman	70440	
chemical compound, drug	FITC-UEAI	ThermoFisher	L32476	
chemical compound, drug	Lipopolysaccharide from *E. coli* O111:B4	Sigma Aldrich	L2630	
chemical compound, drug	Lipoprotein Depleted Serum (LPDS)	Kalen Biomedical	880100	
chemical compound, drug	MβCD	Sigma Aldrich	C4555	
chemical compound, drug	MβCD-Cholesterol	Sigma Aldrich	C4951	
chemical compound, drug	Native LDL	Kalen Biomedical	770200	
chemical compound, drug	PF-429242	Sigma Aldrich	SML0667	
chemical compound, drug	rhIL1β	RD Systems	201-LB-010/CF	
chemical compound, drug	rhTNFα	RD Systems	210-TA-020/CF	
chemical compound, drug	Sandoz 58–035	Sigma Aldrich	S9318-25mg	
chemical compound, drug	Sphingomyelinase	Sigma Aldrich	S8633	
chemical compound, drug	T0901317	Sigma Aldrich	T2320	
chemical compound, drug	Triacin C	RD Systems	2472	
chemical compound, drug	U18666A	Sigma Aldrich	U3633	
commercial assay or kit	Cholesterol/Cholesteryl Ester Assay Kit	Abcam	Ab65359	
software, algorithm	Partek Flow	Partek	https://www.partek.com/partek-flow/	
software, algorithm	Ingenuity Pathway Analssis	Qiagen	https://digitalinsights.qiagen.com/products-overview/discovery-insights-portfolio/analysis-and-visualization/qiagen-ipa/

# Supplementary material for: Inflammatory stress signaling via NF-kB alters accessible cholesterol to upregulate SREBP2 transcriptional activity in endothelial cells
**Source:** eLife. 2022 Aug 12;11:e79529. doi: 10.7554/eLife.79529
**Supplement:** Figure 3—source data 1.

a.

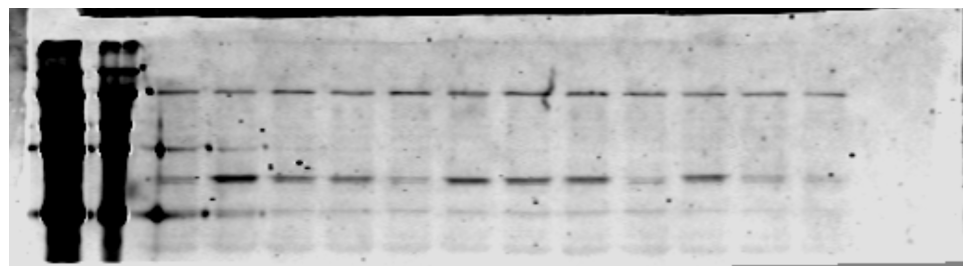

-P  
SREBP2  
-C

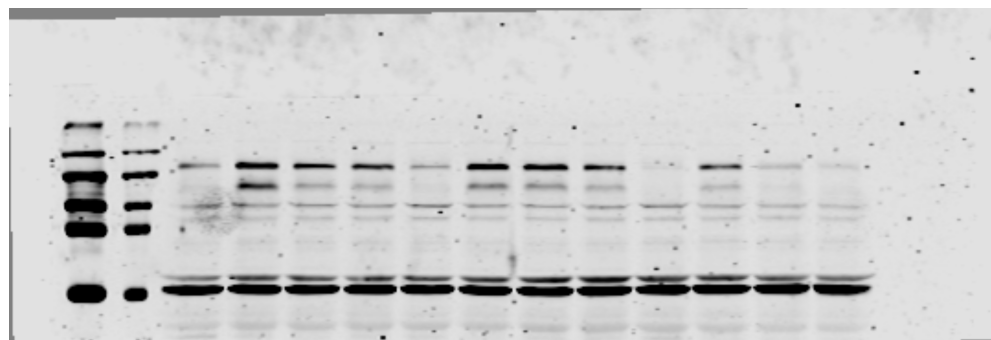

LDLR

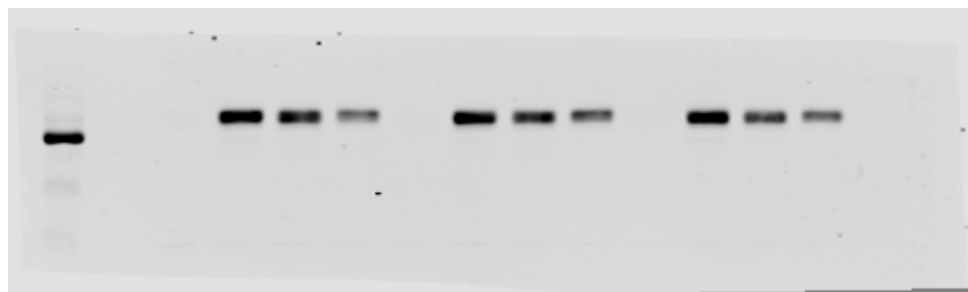

ICAM1

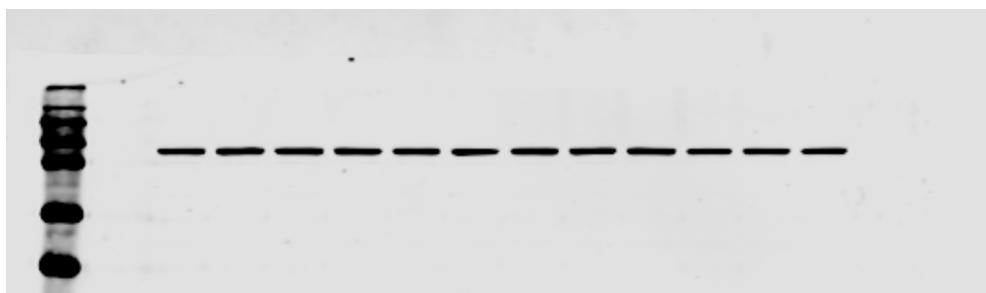

HSP90

b.

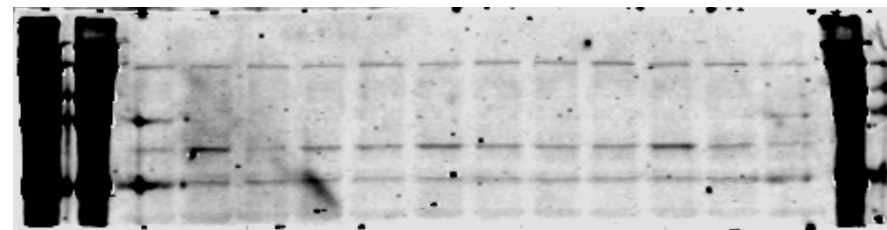

-P  
SREBP2  
-C

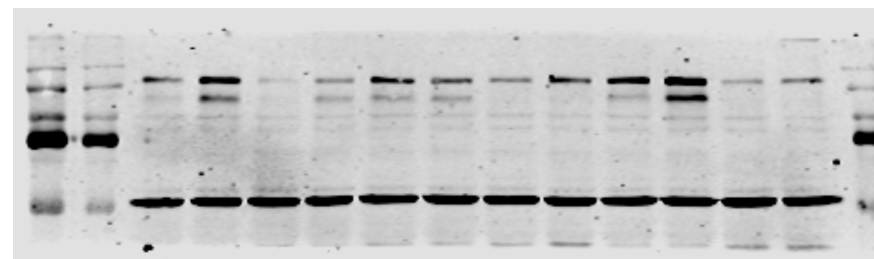

LDLR

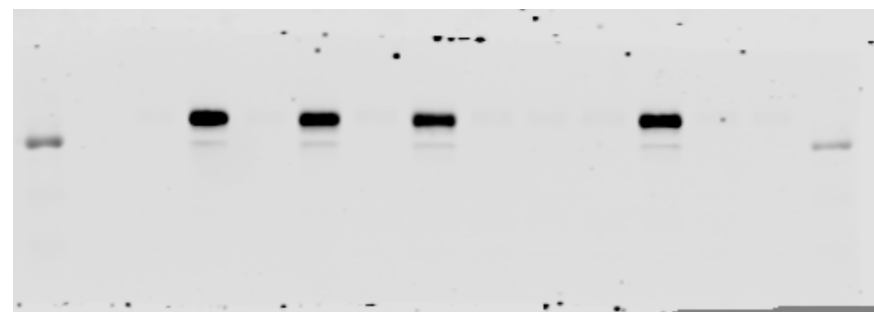

ICAM1

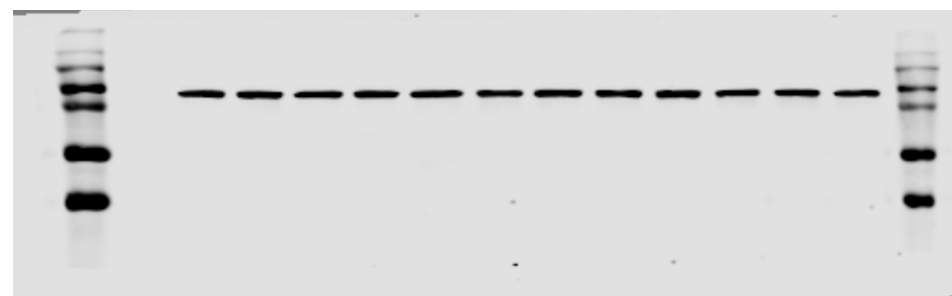

HSP90

C.

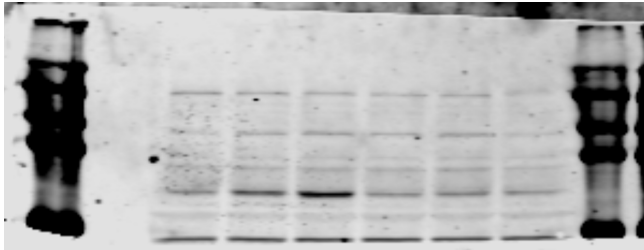

-P  
SREBP2  
-C

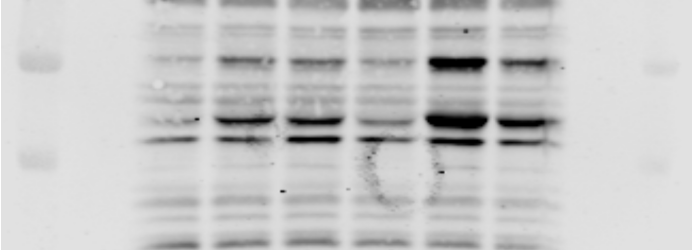

p-JNK1

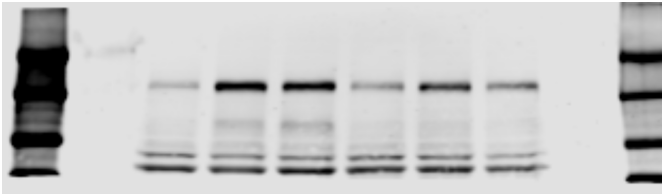

LDLR

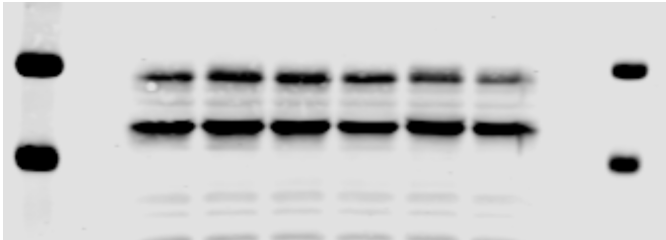

t-JNK1

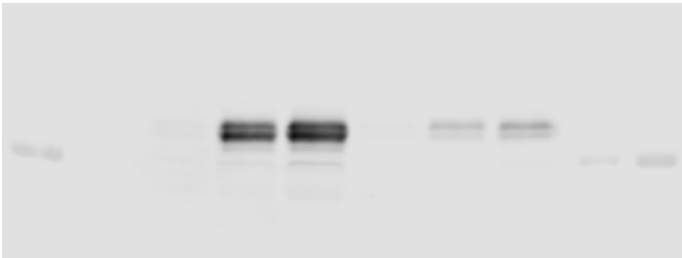

ICAM1

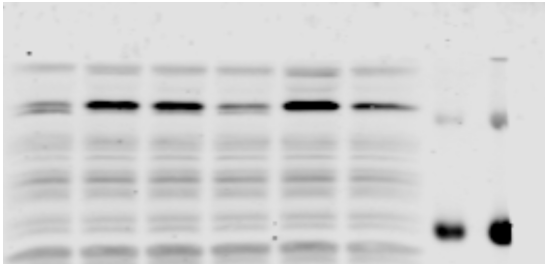

p-p38

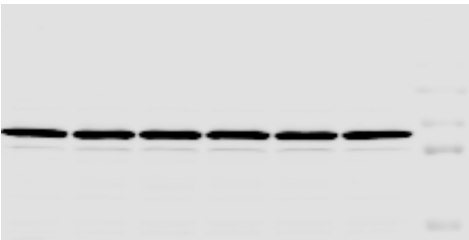

HSP90

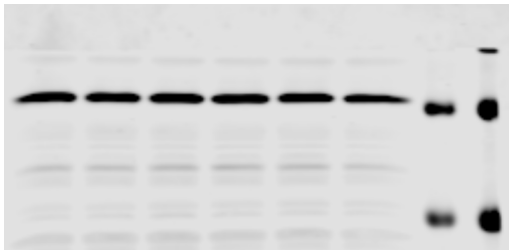

t-p38

e.

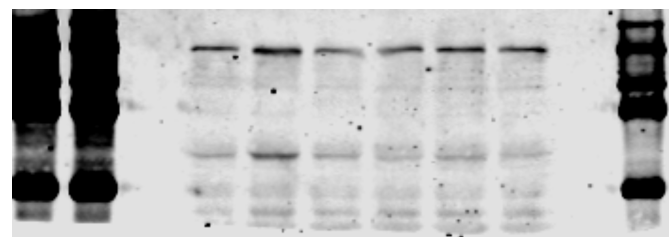

-P

-C

SREBP2

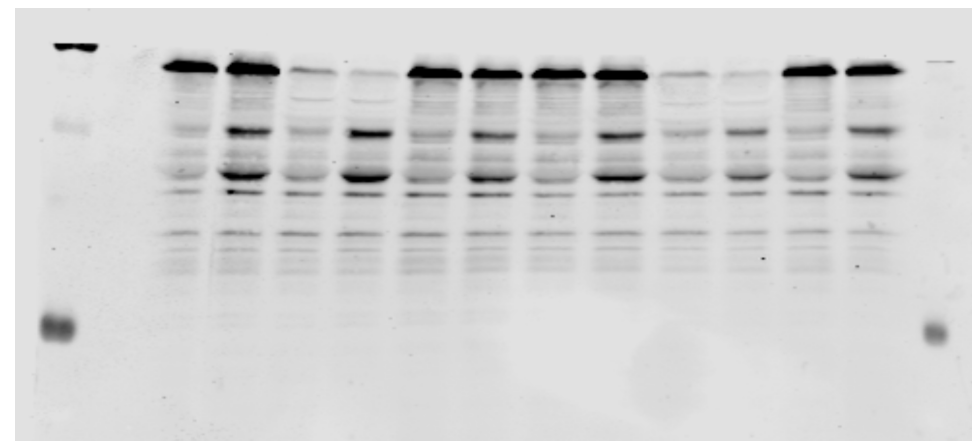

p-JNK1

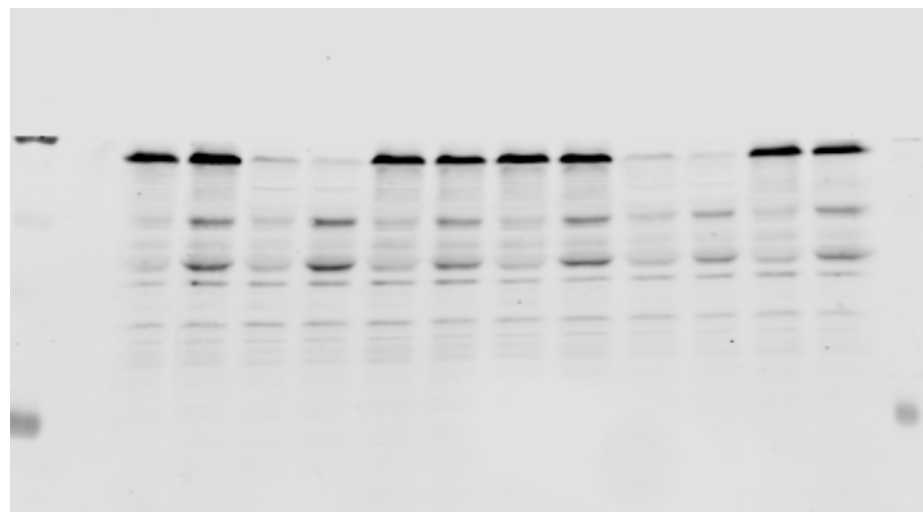

RELA

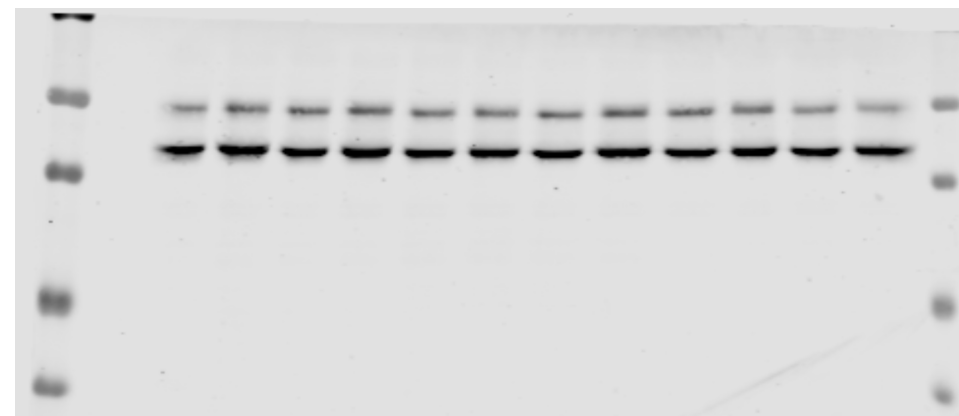

t-JNK1

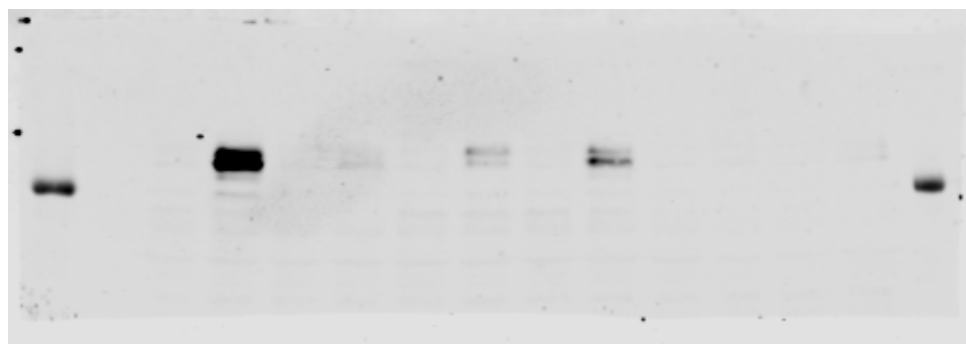

ICAM1

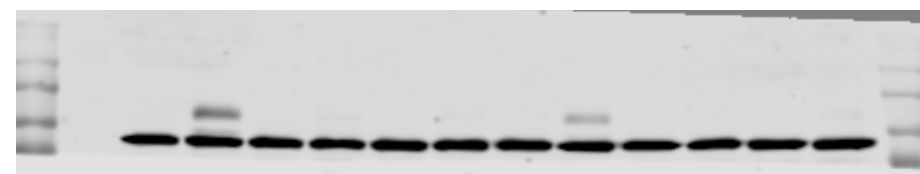

HSP90

# Supplementary material for: Inflammatory stress signaling via NF-kB alters accessible cholesterol to upregulate SREBP2 transcriptional activity in endothelial cells
**Source:** eLife. 2022 Aug 12;11:e79529. doi: 10.7554/eLife.79529
**Supplement:** MDAR checklist

## Materials Design Analysis Reporting (MDAR)

### Checklist for Authors

The [MDAR framework](#) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](#)), life science research (see the [BioSharing Information Resource](#)), or animal research (see the [ARRIVE Guidelines](#) and the [STRANGE Framework](#); for details, see *eLife*'s [Journal Policies](#)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

#### Materials:

| Newly created materials                                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |                                                   | N/A |

| Antibodies                                                                                                | Indicate where provided:<br>section/figure legend                            | N/A |
|-----------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------|-----|
| For commercial reagents, provide supplier name, catalogue number and <a href="#">RRID</a> , if available. | Information can be found in Material and Methods Section, under "Antibodies" |     |

| DNA and RNA sequences                                                                                               | Indicate where provided:<br>section/figure legend                                  | N/A |
|---------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------|-----|
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Information can be found in Material and Methods Section, under "Oligonucleotides" |     |

| Cell materials                                                                                                                                   | Indicate where provided:<br>section/figure legend                                        | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------|-----|
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |                                                                                          | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status.                                                           | Information can be found in Material and Methods Section, under "Mammalian Cell Culture" |     |

| <b>Experimental animals</b>                                                                                                                                                                            | <b>Indicate where provided:<br/>section / figure legend</b>                      | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------|------------|
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Information can be found in Material and Methods Section, under “Animal Studies” |            |
| Animal observed in or captured from the field: Provide species, sex, and age where possible.                                                                                                           |                                                                                  | N/A        |

| <b>Plants and microbes</b>                                                                                                                                                   | <b>Indicate where provided:<br/>section / figure legend</b> | <b>N/A</b> |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------|------------|
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |                                                             | N/A        |
| Microbes: provide species and strain, unique accession number if available, and source.                                                                                      |                                                             | N/A        |

| <b>Human research participants</b>                                                                                             | <b>Indicate where provided:<br/>section / figure legend) or state if<br/>these demographics were not<br/>collected</b> | <b>N/A</b> |
|--------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------|------------|
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |                                                                                                                        | N/A        |

## Design:

| <b>Study protocol</b>                                                                                                               | <b>Indicate where provided:<br/>section / figure legend</b> | <b>N/A</b> |
|-------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------|------------|
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |                                                             | N/A        |

| <b>Laboratory protocol</b>                                                              | <b>Indicate where provided:<br/>section / figure legend</b> | <b>N/A</b> |
|-----------------------------------------------------------------------------------------|-------------------------------------------------------------|------------|
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |                                                             | N/A        |

| Experimental study design (statistics details)                          |                                                                                                           |     |
|-------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------|-----|
| For in vivo studies: State whether and how the following have been done | Indicate where provided: section/figure legend. If it could have been done, but was not, write "not done" | N/A |
| Sample size determination                                               |                                                                                                           | N/A |
| Randomisation                                                           |                                                                                                           | N/A |
| Blinding                                                                |                                                                                                           | N/A |
| Inclusion/exclusion criteria                                            |                                                                                                           | N/A |

| Sample definition and in-laboratory replication                        | Indicate where provided: section/figure legend                                           | N/A |
|------------------------------------------------------------------------|------------------------------------------------------------------------------------------|-----|
| State number of times the experiment was replicated in the laboratory. | Information can be found within Figure Legends and Materials and Methods in "Statistics" |     |
| Define whether data describe technical or biological replicates.       | Information can be found within Figure Legends and Materials and Methods in "Statistics" |     |

| Ethics                                                                                                                                                              | Indicate where provided: section/submission form                          | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------|-----|
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval.   |                                                                           | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Information can be found within Materials and Methods in "Animal Studies" |     |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |                                                                           | N/A |

| Dual Use Research of Concern (DURC)                                                                                                                      | Indicate where provided: section/submission form | N/A |
|----------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------|-----|
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |                                                  | N/A |

## Analysis:

| Attrition                                                                                                                                                                                                             | Indicate where provided:<br>section/figure legend | N/A |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | Information can be found within Figure Legends    |     |

| Statistics                                                   | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------|---------------------------------------------------|-----|
| Describe statistical tests used and justify choice of tests. | Information can be found within Figure Legends    |     |

| Data availability                                                                                                                                                | Indicate where provided:<br>section/submission form                                        | N/A |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------|-----|
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Information can be found within Figure Legends Materials and Methods in "RNA-seq Analysis" |     |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.                         | Information can be found within Figure Legends Materials and Methods in "RNA-seq Analysis" |     |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation.                                                         | Information can be found within Figure Legend                                              |     |

| Code availability                                                                                                                                                                                                                                                  | Indicate where provided:<br>section/figure legend | N/A |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------|-----|
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |                                                   | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility.                                                       |                                                   | N/A |

|                                                                                                         |  |     |
|---------------------------------------------------------------------------------------------------------|--|-----|
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |
|---------------------------------------------------------------------------------------------------------|--|-----|

## Reporting:

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| Adherence to community standards                                                                                                                                                | Indicate where provided: section /figure legend | N/A |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------|-----|
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |                                                 | N/A |

\* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](#).

### Sample-size estimation

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

### Replicates

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

### Statistical reporting

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

### Group allocation

- Indicate how samples were allocated into experimental groups (in the case of clinical studies,

please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied

- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

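Gene expression was measured by RNA-seq in 18 libraries of primary HUVEC, 3 for each combination of siRNA (siCTRL or siRELA) and time with TNFα (0, 4 or 10 hr). The authors aligned the reads to hg19 with STAR, quantified them to an hg19 RefSeq annotation with Partek E/M and normalized the gene counts to the size of each library (CPM). The deposited table holds these CPM values, with 1e-04 added to each, on 23969 rows under 21736 gene names. A total of 1147 names stand on more than 1 row, each with equal values on all of its rows, and each name was counted once. Over all rows, the values of a library sum to between 857830 and 923413. The 1997 rows that could be read from the first supplementary file of the paper hold the same values as the table.
The number of reads behind each library was worked out from the spacing of its lowest values. Between 72.2% and 77.8% of the low values were whole multiples of this step. Partek E/M divides reads that match several places, so the values stand for fractional counts and no test on counts was used. The 10 most expressed genes took 6.75% to 9.41% of each library. Depth went with group: every siCTRL library at 10 hr was deeper than every siCTRL library without TNFα and every siRELA library at 10 hr. A fold against a group whose libraries were all at or under 3 reads was computed against that floor and is given as a lower bound.
The values were analysed as log2(CPM + 0.5) in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. Genes with a mean of at least 1 CPM over the 18 libraries were kept, which left 13548 genes, or 62.3% of the names. One linear model with a mean for each of the 6 groups was fitted, with limma's empirical Bayes test and a mean-variance trend. The comparisons were TNFα at 10 hr and at 4 hr against 0 hr in siCTRL cells, siRELA against siCTRL at 0, 4 and 10 hr, the difference of the 10 hr response between the siRNAs (interaction), and 10 hr against 4 hr in siCTRL cells. The p-values were adjusted by the Benjamini-Hochberg method over all genes of a comparison. Genes were counted at the paper's cutoff of an unadjusted p under 0.05 and a fold change beyond 1.5. Overlaps of gene sets were tested with Fisher's exact test over the genes tested, and against 100 simulations of unchanged groups that share libraries.
Gene lists, 10 in all, were tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry, when at least 5 of their genes passed the filter. Of these, 4 were copied from the figures of the paper: the NF-κB and the SREBP2 genes of Figure 1e, the fatty acid synthesis genes of Figure 2—figure supplement 1b and the lipid-associated genes of Figure 6a. The study chose the lists of Figures 1e and 6a on these samples. It presents the fatty acid genes as classical SREBP1-dependent ones and does not say that it picked them from these samples. RELA was left out of the NF-κB list. The other 6 lists hold cholesterol synthesis enzymes, SREBP2 targets that are not enzymes, interferon-stimulated genes, unfolded protein response genes, targets of the liver X receptor (LXR) and genes of the START family, and were written from general knowledge. Of the camera calls, 15 did not hold with an estimated correlation: the unfolded protein response in each comparison called but TNFα at 4 hr, the interferon genes at 4 hr of TNFα, with siRELA at 4 hr and at 10 hr against 4 hr, the non-enzyme SREBP2 targets at 4 hr of TNFα and with siRELA at 10 hr, the SREBP2 genes of Figure 1e at 4 hr of TNFα, the cholesterol enzymes with siRELA at 4 hr, the NF-κB genes with siRELA at 0 hr, the LXR targets in the interaction and the START family at 10 hr against 4 hr. Fry kept all but 3 of the camera calls, which were the unfolded protein response with siRELA at 10 hr and in the interaction, and the LXR targets in the interaction. The genes named are every gene the paper names from the RNA-seq, in these figures and RELA, CH25H, ABCA1 and SCAP in the text. Some of these genes are not reported here. For each comparison described gene by gene, they are also the 3 largest rises and the 3 largest falls among genes with an adjusted p under 0.05 and the same direction in all 3 same-numbered pairs of libraries. The groups, comparisons, tests, lists, rule for naming genes and alternatives were set before the data were examined, except for a pair of alternatives and some tests that are marked where they are used.
Whether the replicate numbers pair the libraries was checked on the residuals of the fit. The 45 pairs of libraries with the same number in different groups correlated at 0.222 to 0.69 (median 0.505), and the 90 pairs with different numbers at −0.448 to 0.027 (median −0.255). The numbers therefore mark matched libraries, and a fit with the replicate number as a block was run as an alternative. It raised the genes with an adjusted p under 0.05 and the fold change of the cutoff from 319 higher and 322 lower to 678 and 584 in the interaction, and from 554 and 266 to 871 and 476 in the comparison of 10 hr with 4 hr. Within groups, the 18 pairs of libraries correlated at 0.968 to 0.986 across genes.
The alternatives were a pseudocount of 0.1, no filter on low values, the values as deposited without filter or pseudocount, the replicate block, a fit to only the compared groups, no mean-variance trend, CPM rescaled by median-of-ratios factors, fold changes from the ratio of mean CPM, an adjusted p at the cutoff, every row of the table counted, and each library left out in turn. A replicate block with a correction for GC content and transcript length, and a filter at a mean of 10 CPM, were added after the data were seen. The correction used the GENCODE 44 annotation and covered 12658 of the 13548 genes, or 93.4%. The same annotation, matched for 16082 of the 21736 names by symbol and for 1209 more by an older symbol, gave the sequence that named genes share with others in stretches of 50 bases.
The steps were tested on simulated data of the same size. With 200 genes changed by 1.5 on the log2 scale, 98% were found at the cutoff and 90% with an adjusted p under 0.05, beside 208 unchanged genes at the cutoff and 6 with an adjusted p. The median change found was 1.47. With a shift shared by same-numbered libraries, the share of changed genes found rose from 26% to 90.5% with the block. For lists without a change, 2% had a camera p under 0.05 when genes varied independently. Of 100 genes put into an overlap, 99 were found. With a trend on GC content put in, the correction lowered the unchanged genes at the cutoff from 1490 to 177. Rescaling moved the median of unchanged genes from −0.80 to −0.01.
The correlation between genes was taken into account in 100 draws of libraries without group differences, made after the results were seen by mixing the residuals of the fit at random over the 18 libraries, which keeps the variance of each gene and the correlation between genes but not the likeness of same-numbered libraries. For the list tests, 0 to 68 of the 100 draws had a camera p under 0.05 (median 26.5), so camera with the preset correlation called lists readily there. In the data each group holds every replicate number, so a shift shared by same-numbered libraries cancels in the comparisons. It does not cancel in the draws, whose rate can therefore be too high for the data. A list reached by several draws is left open by them, not shown to be chance. Of the 42 camera calls, 11 were reached by at least 5 draws: the unfolded protein response at 10 hr of TNFα (7), with siRELA at 4 hr (7) and 10 hr (31), in the interaction (32) and at 10 hr against 4 hr (7), the interferon genes at 4 hr of TNFα (11) and at 10 hr against 4 hr (5), the SREBP2 genes of Figure 1e at 4 hr of TNFα (5), the cholesterol enzymes with siRELA at 4 hr (14), the LXR targets in the interaction (9) and the START family at 10 hr against 4 hr (5).
Tables were prepared and figures drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The differential test of Partek Flow and the pathway tools of the paper were not used here, because their gene sets and settings are not in the table. The qPCR, protein, lipid and mouse experiments and the ChIP-seq data were not analysed here.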

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

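The exchange of whole responses between siRNAs, the 100 draws of libraries without group differences, the corrections for GC content and scaling applied to the interaction, the test of basal NF-κB activity and the test of RELA at 4 hr were chosen only after the results were seen. The stricter filter on mean CPM and the replicate block with a GC and length correction were also added after the data were seen. They serve below as tests of depth and of GC content. The tests of GC content, depth and scaling for the lists compared between the times with TNFα were chosen after the results too. So were those for the interferon-stimulated genes with siRELA at 4 hr. The groups, comparisons, gene lists and other alternatives were set before.

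The response to 10 hr of TNFα differed between siRELA and siCTRL cells in a direct test of the interaction: 733 genes responded higher with siRELA and 595 lower at the cutoff, and 785 genes differed with an adjusted p under 0.05. Leaving out each of the 12 libraries in turn gave 625 to 925 and 550 to 641. GJA4 (chromosome 1, 35258599 to 35261348) had the largest positive difference, 4.00 (SE 0.42, adjusted p = 3.07e-05), since it fell from 165 ± 42.5 to 6.44 ± 4.03 CPM in siCTRL cells and was 134 ± 26.3 CPM in siRELA cells at 10 hr. CHST1 (3.87) and SEMA3G (3.60) followed, and ANO9 (−5.45), ADM2 (−4.66) and CXCL10 (−4.62) were at the other end. Without TNFα, the siCTRL libraries were all at or under the floor for ANO9, as were those of both siRNAs for CXCL10. The size of these differences therefore depends on the settings: −9.717 to −5.448 for ANO9 and −4.685 to −1.666 for CXCL10 over the alternatives. With the values as deposited, ANO9 (adjusted p = 0.104, in a range of 9.37e-08 to 0.104) and CXCL10 (0.884, in a range of 3.22e-07 to 0.884) did not pass. The balance of the counts depends on scaling, since rescaled CPM gave 419 higher and 812 lower genes, 34% higher in place of 55.2%, and moved the median of all genes by −0.12. Of 100 splits of the libraries within each time point, 12 gave as many genes. These splits carry the effect of the siRNA itself: 9 of the 12 kept the real grouping at 10 hr and 3 kept that at 0 hr, while none of the 81 with neither did, the highest giving 906 genes in all. In an exchange of whole responses between the siRNAs, 1 of 10 splits, the real one, gave as many genes, and the highest other gave 112. Among the splits that part all 3 pairs the highest other gave 25. With 10 splits the share cannot be under 0.1, so this exchange decides nothing. Of 100 draws without group differences, which keep the correlation between genes, 1 gave as many genes at the cutoff and 0 as many with an adjusted p, which argues against chance as the whole cause.

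Among the lists in that interaction, the cholesterol synthesis enzymes responded less with siRELA in 21 of 21 genes, with a median of −0.58, or −0.70 relative to all genes (camera, adjusted p = 1.25e-13). Singly, 6 passed over all genes tested, and 12 did when adjusted over the list alone. The call held with an estimated correlation (0.00704) and under fry (5.47e-05). With the replicate block and a correction for GC content and length the adjusted p was 5.51e-12, with 20 of 21 genes lower. Over genes with a mean of at least 10 CPM, where depth matters less, it was 1.73e-13. These values argue against GC content and depth as the whole cause. The adjusted p with rescaled CPM was 1.67e-13. It does not test scaling, since camera compares a list with all other genes and rescaling moves all genes nearly alike. The median itself was −0.71 with rescaled CPM, with 21 of 21 genes lower, which argues against scaling. Of the 100 splits within time points, 4 gave a camera p as small, and in the exchange of whole responses 1 of 10. The interferon-stimulated genes responded less in 29 of 30 genes, with a median of −1.94 (adjusted p = 3.12e-40; 24 genes passed over all genes tested and 25 when adjusted over the list alone). The value was 2.55e-40 with the GC correction and 8.87e-24 at a mean of at least 10 CPM, again with 4 of 100 and 1 of 10 splits as small. For the SREBP2 genes of Figure 1e these numbers were 4 of 100 and 1 of 10. For each of these 3 lists, 0 of 100 draws without group differences gave a p as small. The values are in line with a dependence of both responses on RELA, which stays a hypothesis found and tested on the same data.

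The fatty acid genes responded less with siRELA in 8 of 11 genes (adjusted p = 0.00563, median −0.22). Without TNFα, 8 of the 11 were higher with siRELA and 3 lower, with a median of 0.25 (camera, adjusted p = 0.0718, fry 0.0114). At 10 hr the median was −0.04 (camera, adjusted p = 0.548). By these medians, the difference lay more in the untreated cells than in those with TNFα. Fry (0.0177) and an estimated correlation (0.0463) kept the call. Only ELOVL6 passed by itself over all genes (−1.02, adjusted p = 0.00732). Without ELOVL6 the list had a median of −0.18 and an adjusted p of 0.038, so a single gene does not account for the call. The median was −0.12 without siRELA 10 hr replicate 2 and −0.12 without siRELA 0 hr replicate 1, and the adjusted p stayed between 0.001 and 0.0163 across the 12 fits that each left out one library. A camera p as small came from 6 of 100 splits within time points, which carry the effect of the siRNA, and from 1 of 10 exchanges of whole responses, so the splits leave chance open. It came from 0 of 100 draws without group differences, which argues against chance differences between unchanged groups.

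The response differed between 10 and 4 hr in siCTRL cells, with 894 genes higher and 433 lower at 10 hr. RASGRP3 (2.87), ANKRD26P1 (2.68) and SMAD6 (2.61) were most higher, and AQP1 (−4.19), PLVAP (−2.69) and TNFAIP6 (−2.58) most lower. ANKRD26P1, a pseudogene that lies wholly in another gene on its strand, and TNFAIP6 did not pass with the values as deposited (adjusted p = 0.223 and 0.333). Rescaled CPM gave 661 higher and 581 lower. The cholesterol synthesis enzymes were higher at 10 hr in 20 of 21 genes (median 0.61, camera adjusted p = 8.48e-13, and 0.0083 with an estimated correlation, 15 genes over all genes tested and 16 when adjusted over the list alone). The unfolded protein response genes were lower in 15 of 19 (median −0.46, adjusted p = 1.35e-05; 6 lower and 1 higher over all genes tested, 9 and 1 when adjusted over the list alone). The latter did not hold with an estimated correlation (0.177, in a range of 2.05e-06 to 0.177). For each of these 3 results 1 of 10 splits, the real one, was as extreme, and the highest other split gave 359 genes, or 52 among those that part all pairs. These splits decide nothing, since 10 of them give no share under 0.1. Of 100 draws without group differences, 1 gave as many genes and 0 a p as small for the cholesterol enzymes, which argues against chance as the whole cause of these. For the unfolded protein response 7 did, so chance stays open there. With GC content and length corrected and with only genes of at least 10 CPM, the adjusted p was 2.01e-10 and 8.19e-12 for the cholesterol enzymes. For the unfolded protein response genes it was 5.72e-07 and 0.000196. These values argue against GC content or depth as the whole cause of either. The adjusted p with rescaled CPM (1.67e-13 and 4.02e-05) does not test scaling, since camera compares a list with all other genes. The medians with rescaled CPM, 0.54 and −0.54, argue against scaling. The time with TNFα is the biological explanation that the design names, and no other biological explanation was tested.

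In cells without TNFα, siRELA raised 639 genes and lowered 1019, a comparison that the paper does not report, and 458 and 800 passed with an adjusted p. The fits without one library gave 602 to 737 and 871 to 1298. Rescaled CPM gave 828 higher and 798 lower, 50.9% higher in place of 38.5%, and 639 higher and 798 lower genes were shared. A2M (3.85), MMP1 (3.20) and INHBB (3.12) rose most, and GPR176 (−2.78), RELA (−2.45) and INHBA (−2.23) fell most. A difference in depth would lie in weakly expressed genes, but 11.6% of the genes with a mean of at least 10 CPM were called against 12.2% of all. As many genes came from 1 of 10 splits, the highest other giving 636, or 76 among those that part all pairs, and 10 splits give no share under 0.1. Of 100 draws without group differences 1 gave as many genes at the cutoff, and 0 gave as many with an adjusted p, which argues against chance as the whole cause. A candidate explanation is a lower basal activity of NF-κB: the NF-κB genes of Figure 1e had a median of −1.56 at 0 hr, with 6 of 7 lower (camera, adjusted p = 0.000874; 5 over all genes tested and 6 when adjusted over the list alone). That median was −0.98 without siCTRL 0 hr replicate 1. The call did not hold with an estimated correlation (0.121), and 1 of 10 splits and 3 of 100 draws without group differences gave a p as small.

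At 4 hr, siRELA raised 1270 genes and lowered 1221, counts that the paper does not report. GJA4 (4.30), RASGRP3 (4.03) and RGCC (3.75) rose most, and CXCL10 (−4.30), TNFAIP6 (−4.01) and FSTL3 (−3.96) fell most. CXCL10 did not pass with the values as deposited (adjusted p = 0.123, in a range of 1.28e-09 to 0.123). The real split was the only 1 of 10 with as many genes, the highest other giving 602, and 10 splits give no share under 0.1. Of 100 draws without group differences 0 gave as many, which argues against chance as the whole cause. The NF-κB genes were lower (median −1.67, adjusted p = 5.3e-07), as were 29 of 30 interferon-stimulated genes (median −1.47, adjusted p = 2.42e-14, and 0.0543 with an estimated correlation; 22 over all genes tested and 23 when adjusted over the list alone). The design names the RELA siRNA as a biological explanation, and RELA fell here as it did at the other times. No other biological explanation was tested. For the interferon-stimulated genes the adjusted p was 2.12e-14 with GC content and length corrected and 1.94e-09 with only genes of at least 10 CPM. This argues against GC content or depth as the whole cause of their fall. The adjusted p with rescaled CPM (1.67e-13) does not test scaling, since camera compares a list with all other genes. Their median with rescaled CPM was −1.51, with 29 of 30 lower, which argues against scaling.

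After 4 hr of TNFα, the unfolded protein response genes, which the paper does not discuss, were higher in 19 of 19 genes, with a median of 0.79, or 1.07 relative to all genes (camera, adjusted p = 5.49e-12). Over all genes tested 16 passed, and 16 did when adjusted over the list alone, with an adjusted p of 0.0368 under an estimated correlation. The adjusted p was 1.28e-08 over genes with a mean of at least 10 CPM and 3.48e-14 with the correction for GC content and length, which argues against depth and GC content as the whole cause. Of 10 splits, which give no share under 0.1, 1 gave a p as small. Of 100 draws without group differences 0 did, which argues against chance. A response of the cells to TNFα stays open as a hypothesis.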

How the results depend on the processing

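A total of 17 counts of genes, 39 results of gene lists and 161 results of named genes were computed again under each alternative. A pseudocount of 0.1 changed no call or direction of a named gene and no count by over 1.5 times. The 17 counts also stayed within 1.5 times without the filter, without the mean-variance trend, with only the compared groups, with every row of the table, with folds from mean CPM, with the replicate block, with the block and the GC correction, and in all 123 of their values from fits that left out one library.

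With only genes of a mean of at least 10 CPM, a filter added after the data were seen, 11 counts fell because fewer genes were tested: after TNFα 1308 lower at 10 hr and 1705 at 4 hr; with siRELA 692 lower at 10 hr, 803 higher and 769 lower at 4 hr, 387 higher and 658 lower at 0 hr; 384 lower in the interaction; 430 higher at 10 hr against 4 hr; 316 in the overlap and 376 lower with siRELA only. With the values as deposited, where genes near 0 reads enter, 5 counts rose: 1773 lower with siRELA at 10 hr, 1842 at 4 hr, 943 lower in the interaction, 917 higher with TNFα only and 1188 lower with siRELA only. Rescaled CPM gave 1695 higher and 1835 lower at 4 hr, 419 higher in the interaction and 876 higher with TNFα only. An adjusted p gave 3.2e+02 higher and 322 lower genes in the interaction and 554 and 266 at 10 hr against 4 hr. Apart from the smaller number of genes tested, the cause was not tested. Depth limits all of these counts for weakly expressed genes, whose floor reaches 0.744 CPM in the shallowest library.

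For the lists, camera with an estimated correlation weakened 9 results: NF-κB with siRELA at 0 hr (0.121), the SREBP2 genes of Figure 1e at 4 hr of TNFα (0.165), the cholesterol enzymes with siRELA at 4 hr (0.247), the other SREBP2 targets with siRELA at 10 hr (0.0707) and at 4 hr of TNFα (0.0962), the interferon genes at 4 hr of TNFα (0.245), and the unfolded protein response genes at 10 hr of TNFα (0.176, from 1.05e-05, median 0.32), with siRELA at 10 hr (0.417, from 0.00985, median −0.34) and at 10 hr against 4 hr (0.177). Fry strengthened the fatty acid genes (0.0255) and the START family (0.0132) at 10 hr of TNFα and weakened the unfolded protein response with siRELA at 10 hr (0.0753). Leaving out one library moved the SREBP2 genes of Figure 1e with siRELA at 4 hr between 0.0191 and 0.205, and the unfolded protein response with siRELA at 10 hr between 0.00195 and 0.146, the latter without siRELA 10 hr replicate 1, where the median was −0.06. The cause was not tested. The direction of 2 lists that did not pass in any of these fits was reversed: the START family at 10 hr of TNFα with the replicate block (0.993), with the block and the GC correction (0.944) and without siCTRL 0 hr replicate 2 (0.957), in a range of 0.72 to 0.957 across the fits without one library; and the LXR targets without siCTRL 0 hr replicate 1 (0.978) or siCTRL 10 hr replicate 2 (0.999), in a range of 0.863 to 0.999. All 39 results of lists kept their call and direction with rescaled CPM and with only the compared groups.

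Of the 161 results of named genes, 118 kept their call and direction under all settings and 135 under all but the fits without one library. The replicate block strengthened 4 (ACACA, ACBD3 and STARD4 at 10 hr, and SQLE with siRELA at 4 hr, adjusted p = 0.039), and changed no other call among counts, lists or named genes than these and the START family. Weaker results numbered 17 with the values as deposited, 7 with only the compared groups, 4 without the filter, 3 without the trend, 3 with rescaled CPM, 1 with the block and GC correction and 55 in fits without one library. Stronger results numbered 4 with rescaled CPM, 4 with the block and GC correction, 2 with only the compared groups and 1 in fits without one library. Directions reversed only in fits without one library, for 6 results with siRELA: at 10 hr ACACA (0.043, 0.052 and 0.013 without siCTRL replicate 2, siRELA replicate 1 and siRELA replicate 2, in a range of −0.10 to 0.05), ACACB (0.15 and 0.20 without replicate 2 of siCTRL and of siRELA, from −0.23), ACSS1 (0.08 without siRELA replicate 3, from −0.29), ACBD3 (0.011 without siRELA replicate 1, from −0.22) and ABCA1 (−0.40 without siRELA replicate 1, up to 0.41), and at 4 hr PPAP2B (0.24 without siCTRL replicate 2 and 0.03 without siRELA replicate 3, from −0.41). None of these 6 passed in the fit to all libraries.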

Differences from the paper's values

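The number of genes higher after 10 hr of TNFα and lower with siRELA was 490, against the paper's about 240 in Figure 1—figure supplement 1d, read by eye. None of the alternatives set before the data were examined closed this gap: they gave 438 to 623 genes, and the fits that each left out one library gave 464 to 502. Over genes with a mean of at least 10 CPM, a filter chosen after seeing the values, the overlap was 316. The sets drawn in that figure add up to fewer genes than the paper's text gives for the same comparisons.

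The paper states that ACACA, ACACB, FASN and GPAM did not significantly increase with TNFα and were unaffected by RELA knockdown. FASN was higher after 10 hr (log2 fold change 0.55, adjusted p = 0.000114), under the 1.5-fold cutoff, and beyond it with rescaled CPM (0.74), with the replicate block and GC correction chosen after seeing the values (0.66), and without siCTRL 0 hr replicate 3 (0.62) or siCTRL 10 hr replicate 1 (0.60). With siRELA it was higher by less than 1.5-fold (0.39, adjusted p = 0.00367), and the block with GC correction gave an adjusted p of 0.0505. GPAM was lower after 10 hr (−0.66, adjusted p = 0.000347), which does not conflict with a lack of increase. It was higher with siRELA by less than 1.5-fold (0.34, adjusted p = 0.0401). The latter did not pass without the filter (0.0621), with the values as deposited (0.0561), with only the compared groups (0.0519) or with rescaled CPM (0.0796). ACACB was lower after 10 hr (−1.84, adjusted p = 0.00744), again not an increase, and did not pass with the values as deposited (0.53). ACACA was higher with an adjusted p of 0.0254 under the replicate block and 0.0137 with rescaled CPM.

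The paper lists ACBD3, PPAP2A and PPAP2B among the genes raised by TNFα and lowered by RELA knockdown. That wording names no fold change and no common time point. PPAP2A rose beyond 1.5-fold at 4 hr and fell beyond it at 10 hr, and ACBD3 rose at 4 hr (adjusted p = 2.16e-05) and fell with siRELA there by less than 1.5-fold (adjusted p = 0.0414, in a range of 0.0114 to 0.0851 over the alternatives), so both meet it. PPAP2B did not fall significantly with siRELA at 10 hr (adjusted p = 0.439, in a range of 0.0526 to 0.557) or at 4 hr (0.785, in a range of 0.481 to 0.846). It was lower with siRELA in all 3 same-numbered pairs of libraries at 10 hr, and at 4 hr in replicates 2 and 3 but not 1. In the main fit at 10 hr, 4875 of the 13548 genes had an unadjusted p under 0.05 from limma. An adjusted p of 0.439 therefore means that PPAP2B was not among them. A call at an unadjusted p is left open only under the alternative that gave 0.0526. For ACBD3 the changes were 0.98 and −0.38 at 4 hr and 0.34 and −0.14 at 10 hr, for PPAP2A 0.65 and −0.36, and 0.46 and −0.69, and for PPAP2B 1.26 and −0.16, and 1.24 and −0.43. With rescaled CPM, PPAP2A met the cutoff in both comparisons at 10 hr (0.63 and −0.75). The paper gives STARD4 the pattern of STARD10, which rose at 4 and 10 hr. STARD4 was under 1.5-fold at 4 hr (0.57), and beyond it with rescaled CPM (0.83) and without siCTRL 0 hr replicate 2 (0.65), siCTRL 0 hr replicate 3 (0.73) or siCTRL 4 hr replicate 1 (0.70).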

Other observations

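The 100 draws of libraries without group differences, the tests of GC content, depth and scaling for the lists at 10 against 4 hr and for the interferon-stimulated genes with siRELA at 4 hr, and the tests of the weight of the raised genes, of LXR activity, of the START family, of the reads of ARAP1 and of RELA at 4 hr were chosen only after the results were seen.

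Most genes moved down in CPM after TNFα. A candidate explanation is that strongly raised genes take up reads and push the CPM of the rest down. The 1068 genes higher at 10 hr went from 52420 to 153600 CPM in sum, which leaves the others a log2 shift of −0.212 in sum, and at 4 hr the raised genes went from 52910 to 160900 CPM, which leaves −0.206. The total of a library is fixed and these genes were chosen for their rise, so the rest had to fall by this much, and the explanation stays open. The medians of the genes not raised were −0.21 and −0.32. Whether GC content and length bear on the balance of higher and lower genes at 10 hr was not decided: 29.9% of the calls were higher with the correction, but the correction keeps the mean of each library and so could hardly move this share.

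For the counts of genes after TNFα, 1 of 10 splits, the real one, gave as many at 10 hr and at 4 hr, the highest others giving 463 and 691, or 44 and 206 among those that part all pairs. With siRELA at 10 hr this was also 1 of 10, the highest other giving 316, or 35. Such splits cannot give a share under 0.1. For each of these 3 counts, 0 of 100 draws without group differences gave as many, which argues against chance as the whole cause. Of the lists tested this way, 22 of 39 had only the real split with a p as small. At 10 hr of TNFα the others were the interferon genes (3 of 10), the unfolded protein response (3), the LXR targets (10) and the START family (10). With siRELA at 10 hr they were the SREBP2 genes of Figure 1e (2), the fatty acid genes (5), the cholesterol enzymes (2), the other SREBP2 targets (2), the unfolded protein response (6), the LXR targets (5) and the START family (6). At 4 hr of TNFα they were the cholesterol enzymes (3), the other SREBP2 targets (2) and the interferon genes (3), and with siRELA the SREBP2 genes of Figure 1e (4) and the cholesterol enzymes (3) at 4 hr and the cholesterol enzymes at 0 hr (4).

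The overlap of genes higher with TNFα and lower with siRELA was as large in 5 of 100 draws of other groupings. All 5 kept the siCTRL 10 hr libraries together, and 0 of the 95 others gave as many. Of 100 draws without group differences, 0 had as many genes in common at the cutoff (106 at most), which argues against chance as the whole cause. With adjusted p the overlap was 438 in the data and 0 in each draw. Only 1 draw had any such gene with TNFα and only 2 with siRELA, so the adjusted p adds little here or in the other direction. With separate siCTRL 10 hr libraries the overlap was at least 5.1 times the number given by chance, and 0 of the draws, fitted the same way, reached this (2.85 times at most), which argues against the shared libraries as the whole cause. They may still add to the overlap, since 18 of the 100 draws had as many in common when sets of the same sizes were taken from them. For genes lower with TNFα and higher with siRELA, 482 overlapped, against 206 by chance (Fisher's exact test, odds ratio 3.89, p = 2.22e-89). Of the draws 0 had as many at the cutoff (183 at most) or with adjusted p (422 in the data, 0 in each draw), and 1 reached the lowest ratio with separate libraries, 2.19, which argues against either as the whole cause here too. Sets of the same sizes from the draws had as many in common in 60 of 100, and simulated unchanged groups shared 588 on average, so how much the shared libraries add is open.

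The rise of STARD10 at 10 hr could come from reads of ARAP1. If coverage is even these could give 5.6 CPM of the gain of 14.2 CPM, but ARAP1 fell from 58.5 to 41.9 CPM (log2 fold change −0.48, adjusted p = 0.00274). The sum of both genes went from 65.6 to 63.1 CPM. From these counts alone, a rise of STARD10 and a shift in how reads were divided between the genes cannot be told apart. The paper reports by immunoblot that TNFα raised STARD10 protein and that this needed RELA, which does not rest on the division of reads. A rise of the whole START family is another candidate explanation, but the median of its 12 genes was −0.263 (camera, adjusted p = 0.91), with 9 lower and 3 higher, 2 of which the study shows in its heatmaps. Over all genes tested 2 were significantly higher and 4 lower, as when adjusted over the list alone. With siRELA at 10 hr the median of the family was 0.07 (adjusted p = 0.804), and it changed sign without siRELA 10 hr replicate 1 (−0.04).

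ABCG1 and ABCA1, both targets of LXR, moved apart at 10 hr of TNFα. ABCA1 (chromosome 9, 107543283 to 107690518) fell from 26.8 ± 7.15 to 3.46 ± 0.966 CPM, a log2 fold change of −2.78 (adjusted p = 9.48e-06), so that the fold changes differ by 5.32. A change in LXR activity alone would move both alike. The 7 LXR targets, 1 of which the study shows in its heatmaps, had a median of −0.65 (adjusted p = 0.993; 2 higher and 3 lower over all genes tested, 2 and 4 when adjusted over the list alone), and of −0.19 with siRELA (adjusted p = 0.285), which was −0.40 without siRELA 10 hr replicate 1 and −0.05 without siRELA 10 hr replicate 3. ABCA1 with siRELA changed by 0.11 (adjusted p = 0.851), and by −0.40 without siRELA 10 hr replicate 1.

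The SREBP2 genes of Figure 1e might need RELA at 4 hr as they do at 10 hr. The siRNA changed their 4 hr response by a median of −0.15 (camera, adjusted p = 0.0285, fry 0.439, estimated correlation 0.442). The difference between 10 and 4 hr in this effect had an adjusted p of 5.87e-19 (median −0.62, fry 0.00121). The study picked these genes from its 10 hr results, so a larger effect there was favoured in advance. Of the 21 cholesterol enzymes, 11 of which share that choice, 18 were lower in this difference (median −0.56, camera adjusted p = 1.64e-14, fry 0.00121). For the enzymes as a list, this argues against the same need at both times. At 4 hr the siRNA changed the response by 0.15 for INSIG1 (adjusted p = 0.791) and −0.44 for HMGCS1 (0.415). Their 4 hr rises in siCTRL cells were 0.78 and 1.37.

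SCAP fell from 45.5 ± 3.31 to 27.7 ± 0.956 CPM after 10 hr of TNFα, a log2 fold change of −0.71 (adjusted p = 0.00017), and was higher with siRELA (0.42, adjusted p = 0.0137), although not without siCTRL 10 hr replicate 2 (0.0504) or siRELA 10 hr replicate 1 (0.0676). The first 5 principal components of the libraries held 40.2%, 20.6%, 9.54%, 6.95% and 6.8% of the variance.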
